# Tungsten carbide cobalt nanoparticles exert hypoxia-like effects on the gene expression level in human keratinocytes

**DOI:** 10.1186/1471-2164-11-65

**Published:** 2010-01-27

**Authors:** Wibke Busch, Dana Kühnel, Kristin Schirmer, Stefan Scholz

## Abstract

**Background:**

Tungsten carbide (WC) and tungsten carbide cobalt (WC-Co) nanoparticles are of occupational health relevance because of the increasing usage in hard metal industries. Earlier studies showed an enhanced toxic potential for WC-Co compared to WC or cobalt ions alone. Therefore, we investigated the impact of these particles, compared to cobalt ions applied as CoCl_2_, on the global gene expression level in human keratinocytes (HaCaT) *in vitro*.

**Results:**

WC nanoparticles exerted very little effects on the transcriptomic level after 3 hours and 3 days of exposure. In contrast, WC-Co nanoparticles caused significant transcriptional changes that were similar to those provoked by CoCl_2_. However, CoCl_2 _exerted even more pronounced changes in the transcription patterns. Gene set enrichment analyses revealed that the differentially expressed genes were related to hypoxia response, carbohydrate metabolism, endocrine pathways, and targets of several transcription factors. The role of the transcription factor HIF1 (hypoxia inducible factor 1) is particularly highlighted and aspects of downstream events as well as the role of other transcription factors related to cobalt toxicity are considered.

**Conclusions:**

This study provides extensive data useful for the understanding of nanoparticle and cobalt toxicity. It shows that WC nanoparticles caused low transcriptional responses while WC-Co nanoparticles are able to exert responses similar to that of free cobalt ions, particularly the induction of hypoxia-like effects via interactions with HIF1α in human keratinocytes. However, the enhanced toxicity of WC-Co particles compared to CoCl_2 _could not be explained by differences in gene transcription.

## Background

Engineered nanomaterials are used in large amounts in several industries and an increasing demand, including new types of particles, is anticipated in the future [1]. Their physico-chemical properties, i.e. the small size and the high surface to volume ratio are one of the most interesting characteristics, which is useful for many applications in medicine, chemistry, material sciences and physics. However, these physico-chemical characteristics may be associated with undesired health effects not known for, or different from, the bulk materials. Hence, the field of nanotoxicology is emerging to assess possible hazards of nanomaterials. Several reviews have summarised the potential cellular mechanisms of nanoparticles toxicity such as increase in the production of reactive oxygen species (ROS) and induction of inflammatory responses [2-4]. The cellular responses appear to be dependent on the physical and chemical properties of the particles, such as particle size, dissolution behaviour, surface reactivity and binding ability [2,5,6].

So far, the majority of *in vivo *and *in vitro *studies in nanotoxicology have focussed on endpoints such as vitality, production of reactive oxygen species, immunological parameters or cell death. However, the elucidation of the mode of action and identification of subacute effects with potential implications for chronic toxicity are difficult to obtain from these studies. Therefore, modern toxicogenomic approaches established already in pharmacology and toxicology [7-10] could be used to unravel the toxicodynamics of nanomaterials. First studies on the effects of nano- or ultrafine particles on global gene expression patterns revealed compound-specific but no general responses due to the exposure to particles [11-14]. Hence, the chemical composition of the particles seems to play a major role for transcriptional responses. Griffitt and colleagues [11] showed that metal ions (silver and copper) caused similar expression patterns as nanoparticles of the same materials in zebrafish, but the numbers of affected genes were always higher after exposure to the particles. In an *in vitro *study by Waters et al. [12] it was found that changes in cell viability provoked by silica exhibited a higher correlation with particle surface area than either particle mass or number in macrophages. The majority of biological processes represented by the differentially expressed genes were nearly identical, irrespective of particle diameter.

A toxicogenomic approach has been used in this study to analyse the mode of action of tungsten carbide (WC) and tungsten carbide cobalt (WC-Co) nanoparticles. These nanoparticles are intended to be increasingly used in hard metal industries for the production of wear resistant and hard tools. The major advantage of using WC and WC-Co nano-scaled instead of micro-scaled particles is the increased hardness of resulting composite materials and therefore a prolonged wear lifespan of tools and other products [15]. Cobalt serves as binding agent improving the sintering of hard metals from WC nanoparticles. Therefore, the use of WC-Co particles is favoured in hard metal industries. Potential health implications may be of concern for workers involved in the manufacturing process. Previous studies using μm-sized particles have indicated a lack of toxicity for WC particles but a hazardous potential for cobalt metal particles *in vivo *and *in vitro *[16-18]. A mixture of these μm-scaled powders (WC-Co) exhibited an enhanced toxicity if compared to cobalt metal powder alone [16-20]. Our previous research also showed toxicity enhancing effects for nano-sized WC-Co compared to WC or CoCl_2 _[21,22]. The increased toxicity was proposed to result from specific interactions of WC and cobalt. Since the International Agency for Research on Cancer (IARC) has classified cobalt as 'possibly carcinogenic' and tungsten carbide cobalt as 'probably carcinogenic' to humans [23] research on the elucidation of the mode of action of nano-sized particles of these materials is of high relevance for occupational health. Ionic cobalt (Co^2+^) is known to exert hypoxia like responses via stabilising the α subunit of the hypoxia inducible transcription factor (HIF1) [24-26]. Ubiquitously expressed HIF1α is degraded via oxygen-dependent prolyl-4-hydroxylation under normoxic conditions [27]. These degradation processes are blocked by cobalt binding or oxygen deficiency (hypoxia) which results in enriched HIF1α levels in the cells. HIF1 is a transcription factor that mediates response to hypoxia by regulating the transcription of genes encoding proteins that play key roles in angiogenesis, glucose and energy metabolism, cell survival and proliferation, iron metabolism, and vascular functions [28,29]. Comparative gene expression studies showed HIF1-mediated responses to be similar for hypoxia and CoCl_2 _exposure [8,30].

Whether metallic cobalt in nanoparticles, particularly in combination with tungsten, provokes specific toxic effects deviating from or exceeding those observed for dissolved ionic cobalt is not finally clarified yet. Lison and co-workers [31] described the formation of reactive oxygen species (ROS) after a rapid dissolution of cobalt ions out of WC-Co micrometer sized particles in a cell free system, a phenomenon that could not be found with metal cobalt particles or a combination of WC particles with CoCl_2_. Furthermore, another study that evaluated the role of ROS in the interactive toxicity of carbide-cobalt mixtures found no evidence that production of ROS contributed to the toxicity of WC-Co in macrophages [32]. Lombaert and co-workers [33] investigated gene expression in macrophages exposed to micrometer sized WC-Co particles (a mixture of cobalt metal with a median particle size (d_50_) of 4 μm and WC particles d_50 _< 1 μm). They identified differential expression of genes involved in apoptosis regulation, stress response, glucose metabolism, cell signalling, immune response and other pathways. The effects were discussed to be at least partially provoked by dissolved cobalt ions.

In a previous study [21] we have investigated the impact of WC and WC-Co nanoparticles on the vitality of various mammalian cells (lung, skin, colon and oligodendrocyte cell lines; primary neural cell and astroglial cultures). Significant cytotoxic effects were observed for nano-sized WC-Co (33 μg/ml). About 15% of WC and 76% of Co were found to be dissolved after 1 week of storage of the stock solution. Interestingly, WC-Co particles (consisting of 30 μg/ml WC and 3 μg/ml cobalt) showed a higher toxicity than equivalent concentrations of CoCl_2 _(3 μg/ml) indicating that leaching of cobalt alone may not explain the toxic effects. It was also demonstrated that the tungsten based nanoparticles could enter various cell types [21,22]. Based on this study we selected the human skin cell line HaCaT to investigate the effects of WC and WC-Co nanoparticles and cobalt ions on gene expression patterns. Our major goal was to elucidate (1) whether the observed effects indicate specific mode of actions of WC-Co nanoparticles and/or (2) whether the effects can primarily be explained by dissolved Co.

## Results

We compared the mode of action of WC and WC-Co nanoparticles and dissolved CoCl_2 _in HaCaT cells by recording changes in transcription profiles by microarray analysis. HaCaT cells were exposed to the lowest concentration of WC-Co causing a reduction of cell vitality (33 μg/ml; [21]) and corresponding concentrations of WC and CoCl_2_. RNA isolated after 3 h and 3 d of exposure from 5 independent biological replicates per treatment was analysed using a commercial human whole genome microarray. 

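HaCaT is an immortalised line of human keratinocytes. RNA of each of the 40 samples was labelled with Cy3 and hybridised to an array of its own, together with a common Cy5-labelled reference mixed from the RNA of all treatments, and the dyes were not swapped. The 8 groups of 5 arrays were cells exposed for 3 h or for 3 d to water, to 30 µg/ml WC, to 33 µg/ml WC-Co (30 µg/ml WC with 3 µg/ml cobalt), or to CoCl2, for which the methods give 3 µg/ml and the sample labels 51 µM cobalt. The authors deposited the scanner output of every array, in which Agilent's Feature Extraction software had subtracted the background from the intensities of both channels and normalised the dyes, and a table of log2 ratios of Cy3 to Cy5 that they had divided by a mean ratio of controls. For the values given here, the log2 ratio of the processed Cy3 intensity to the processed Cy5 intensity was taken for 41000 probes with 30982 gene names. Between 90 and 307 spots per array that the software had marked as outliers were left out, and spots of the same probe were averaged. All groups were fitted together with limma, with 32 residual and 3.36 prior degrees of freedom and a median SD between replicates of 0.40 on the log2 scale, and each treatment was compared with the 5 water arrays of the same exposure time. Differentially expressed genes are those with a probe past limma's moderated F test over the 6 comparisons, at a Benjamini-Hochberg adjusted p of 3e-04, the false discovery rate the methods state for SAM. A change of more than 2-fold additionally required a log2 fold change of such a probe beyond 1 in either direction. The adjusted p given with a single gene comes from limma's moderated test of that comparison over all probes, with a threshold of 0.05.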

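Between 47.4% and 74.4% of the probes on an array were well above background in Cy3 by the software's own test, with medians of 64.5% for water after 3 h, 58.2% for CoCl2 after 3 h, 69.9% for water after 3 d and 56.8% for CoCl2 after 3 d. Water replicate 2 after 3 h was the dimmest array. The water, WC and WC-Co arrays filled slides 1 to 4 for 3 h and slides 5 to 8 for 3 d, were read on 1 scanner (model G2505B), each exposure time on 1 day, and were extracted with version 9.5.3.1 of the software. All 10 CoCl2 arrays of both exposure times were on slides 9 to 11, read on another day and another scanner (model G2505C) and extracted with version 10.1.1.1. No water array was on those slides, so that from the water arrays alone an effect of CoCl2 cannot be told apart from a difference between these batches of arrays. The authors' table handles this comparison in another way. At 3 d, the value by which they divided the ratios of WC and WC-Co was the mean ratio of the 5 water arrays for 100% of the spots. The value used for CoCl2 was likewise the same for all 5 arrays of a group. It equalled the mean of the water arrays to within 0.002 on the log2 scale for only 0.288% of the spots at 3 h and 0.228% at 3 d. The median absolute difference was 0.34 at 3 h and 0.50 at 3 d. At 3 h, the water, WC and WC-Co columns of the table had 1 control value common to all 5 arrays for 0% of the spots, and within groups they correlated with the scanner values at no less than 0.536, 0.643 and 0.812, so that at 3 h the table differs in more than the control of CoCl2. Values are given against the water arrays, and some of those from the authors' table are given beside them.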

Various analyses routines were performed to identify differentially expressed genes, treatment clusters and affected biological pathways.

### Identification of differentially expressed genes

SAM analysis of normalised microarray fluorescence intensities for all treatments revealed 1956 significantly differentially expressed genes with about 1146 showing an induction or repression of more than 2fold. 

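In the common fit, 5332 genes passed the overall test and 3969 of them were changed more than 2-fold in at least 1 treatment. The control behind the CoCl2 values moved these counts most. With the CoCl2 arrays related to the control values implied by the authors' table, an alternative chosen after the values had been seen, 498 genes passed and 440 were changed more than 2-fold. With all values taken from the authors' table, the counts were 721 and 622, and 297 genes passed with these as well as with the scanner values. The SAM statistic with 100 permutations on the scanner values gave 4801 and 4595 genes. Blocking by replicate number raised the first count to 10572 genes. Without CoCl2 replicate 3 after 3 d, 3058 genes passed and 2121 were changed more than 2-fold. When changes were added to 200 probes of simulated data, the overall test with the 2-fold threshold recovered 62.5% of them in the comparison of WC-Co after 3 d and 62% in that of CoCl2 after 3 d, and it called 0 unchanged probes. On the same simulated data, SAM without the 2-fold threshold recovered 85.5% and called 83 unchanged probes. Its values were centred on the mean of 5 simulated water arrays. The criteria differ, so that these values do not rank the tests. Other divisions of the real arrays gave up to 552 genes changed more than 2-fold in the comparison of WC-Co after 3 d. The 0 unchanged probes therefore hold for the simulated data only.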

The highest number of genes with a significantly altered expression above 2fold was observed after 3 d of exposure (Table 1). 

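Whether an effect differed between 3 h and 3 d of exposure was tested for each probe as the difference between its log2 fold changes at the 2 exposure times, with limma's moderated test at an adjusted p of 0.05 and a difference of more than 2-fold. The effect of CoCl2 differed for 3878 genes and that of WC-Co for 82 genes. For WC, limma called 0 genes, with a smallest adjusted p of 0.240, although 617 genes differed more than 2-fold at an unadjusted p under 0.05. With replicate number as a block, the effect of WC differed for 4 genes and that of WC-Co for 312. The Cy3 channel alone gave 1 gene for WC, and so did the arrays without WC replicate 1 after 3 d. Without the dim water replicate 2 after 3 h, 2250 genes differed for CoCl2.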

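After 3 h of exposure, 1 gene rose and 14 genes fell more than 2-fold with WC, 15 rose and 10 fell with WC-Co, and 290 rose and 460 fell with CoCl2. After 3 d, 11 rose and 9 fell with WC, 134 rose and 42 fell with WC-Co, and 2686 rose and 1075 fell with CoCl2. Genes with probes in both directions are counted once in the totals, which were 15, 25 and 749 genes after 3 h and 20, 175 and 3751 after 3 d for WC, WC-Co and CoCl2. By the authors' table of ratios, 170 genes rose and 51 fell with CoCl2 after 3 h, 333 rose and 122 fell with CoCl2 after 3 d, and 14 rose and 14 fell with WC-Co after 3 h. Of the genes changed by CoCl2 with the scanner values, 24 at 3 h and 160 at 3 d were also changed in the table, against 1 of 15 for WC and 14 of 25 for WC-Co at 3 h, and 128 of those changed by WC-Co at 3 d. With normexp background correction and loess normalization, 200 genes rose and 49 fell with CoCl2 after 3 h, 5 rose and 1 fell with WC-Co after 3 h, and 86 rose and 13 fell with WC-Co after 3 d. In the Cy3 channel alone, 2530 rose and 2020 fell with CoCl2 after 3 d, 45 rose and 54 fell with WC-Co after 3 h, 11 rose and 22 fell with WC after 3 h, and 9 rose and 11 fell with WC after 3 d. Among probes well above background on all arrays of a group, 1106 genes rose and 1130 fell with CoCl2 after 3 d. With replicate number as a block, the totals after 3 h were 32 genes for WC, 39 for WC-Co and 958 for CoCl2. Those after 3 d were 36 for WC, 318 for WC-Co and 5563 for CoCl2. Single arrays weighed on the short lists: the total for WC after 3 h was 7 without water replicate 2 and 36 without water replicate 1, and that for WC-Co after 3 h was 40 without water replicate 6. The total for CoCl2 after 3 d was 1914 without CoCl2 replicate 3.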

Among the different treatments, exposure to CoCl_2 _provoked the strongest changes in gene expression (373 and 826 genes for 3 h and 3 d of exposure, respectively) followed by WC-Co (37 and 248, respectively) and WC nanoparticles (28 and 49 respectively). Comparison of the genes affected by the different treatments revealed a considerable overlap of transcription profiles. 

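Of the 175 genes changed more than 2-fold by WC-Co after 3 d, 136 (77.7%) were changed by CoCl2 after 3 d as well, 130 of them in the same direction. Lists of these sizes drawn from the genes of the overall test share 123.1 genes on average. CoCl2 after 3 h and after 3 d shared 575 genes, 559 in the same direction, where 526.9 are drawn on average. WC and WC-Co after 3 d shared 16 genes, which was 80% of the list for WC, all in the same direction, where 0.656 are drawn on average. Both comparisons of a pair use the same water arrays at 3 d, which by itself makes changes alike. In 200 draws of unchanged groups set against the same water arrays, the shared genes had a median of 0, 95% of the draws lay between 0 and 10.2, and the most was 50. With the authors' table of ratios, WC-Co and CoCl2 shared 129 genes (98.9 drawn on average), CoCl2 at both exposure times 86 genes (139.2 drawn on average), and WC and WC-Co 17 genes. Blocking by replicate number gave 232 genes for WC-Co with CoCl2, 705 genes for CoCl2 at both exposure times and 28 genes for WC with WC-Co. Without water replicate 1, WC and WC-Co after 3 d shared 10 genes.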

The highest commonalities were observed between the gene expression patterns of CoCl_2 _and WC-Co after 3 d of exposure (184 genes differentially expressed in both treatments), followed by the exposure to CoCl_2 _at 3 h and 3 d (134 genes) and WC/WC-Co at 3 d (31 genes). A list of the genes with the strongest differential expression (>5fold) can be found in Table 2, the complete set of genes is available in the Additional file 1.

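Where the probe of a gene was not well above background on any array of a group, its log2 ratio does not measure a fold, and a bound on the fold is given where one could be computed. The bound compares the mean Cy3 signal of the brighter group with that of the other group after each array's value had been raised to the lowest signal among probes well above background on that array, and is written as at least so many fold. It uses a single channel without dye swaps and is open to dye bias, and for CoCl2 it compares arrays of different scanners. The Cy3 signals behind the bound had normexp background correction with an offset of 50 and loess normalization. Their mean intensities were then quantile-normalised between arrays. The offset by itself makes folds of dim probes smaller. After 3 d, TAF9B fell by 2.74 on the log2 scale with WC-Co (standard error 0.26, adjusted p = 3.8e-09) and was at least 3.18-fold lower with CoCl2, where no array was well above background. ATP10B fell by 2.61 with WC-Co (standard error 0.53, adjusted p = 0.0037), in all 5 arrays, 2 of them well above background. HPGD was at least 2.25-fold lower and HERC5 at least 2.56-fold lower with CoCl2 after 3 d. The probe A_23_P170719, which carries no gene name in the files, rose by 2.26 with WC-Co after 3 h, 2.58 with CoCl2 after 3 h, 3.21 with WC-Co after 3 d and 3.65 with CoCl2 after 3 d (standard error 0.29), in all 5 arrays of each group. ANGPTL4 rose 5.65-fold with WC-Co and by 3.12 on the log2 scale with CoCl2 after 3 h (standard error 0.32), and CoCl2 replicate 4 lay apart from the other CoCl2 arrays, at 0.29 on the log2 ratio scale against 1.74 to 2.11. ANKRD37 rose by 2.28 with WC-Co and by 2.55 with CoCl2 after 3 h (standard error 0.21).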

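A probe without a gene name, A_24_P655888, rose by 1.76 on the log2 scale with WC-Co after 3 h (adjusted p = 0.0415), and passed the threshold in only 1 of the 10 fits that left out 1 array. ID2 fell by 1.41 with WC after 3 h (adjusted p = 8.5e-06) and by 1.20 with WC-Co after 3 h (adjusted p = 1.0e-04; standard error 0.16). HOXC13 fell by 0.97 and by 0.91 in these treatments (adjusted p = 8.1e-04 and 0.0011; standard error 0.14), each gene in all 5 arrays of either group. With CoCl2 after 3 h, ID2 changed by 0.35 (adjusted p = 0.166). HOXC13 fell by 0.70 there (adjusted p = 9.6e-04), and by 0.40 (adjusted p = 0.143) against the authors' control values. Among the genes that fell most with CoCl2 after 3 h against the water arrays, TMED9 changed by -3.41, PBX2 by -2.30 and HIST1H1A by -2.30 on the log2 scale, with 5, 1 and 4 CoCl2 arrays well above background, and KIDINS220 and KIAA1840 were at least 1.57-fold and 1.21-fold lower. The authors' ratios gave TMED9 a log2 fold change of -0.01, and none of these 5 genes was called. CTAGE5 was at least 2.46-fold lower and AF086221 at least 1.27-fold lower with CoCl2 after 3 d against the water arrays, and in the authors' table their log2 fold changes were 0.09 and 0.78.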

**Table 1:** Number of significant repressed or induced genes > 2fold per treatment*.

Treatment	up	down	total	Treatment	Overlapping genes between treatments				
WC3h	26	2	28	WC3h	WC3h				
							
WCCo3h	13	24	37	WCCo3h	8	WCCo3h			
						
CoCl3h	242	131	373	CoCl3h	8	17	CoCl3h		
					
WC3d	18	31	49	WC3d	3	2	11	WC3d	
				
WCCo3d	141	107	248	WCCo3d	2	8	29	31	WCCo3d
				
CoCl3d	541	285	826	CoCl3d	8	15	134	19	184

* identified with SAM; the pair wise comparison indicates genes that were differentially expressed in both of the considered treatments

**Table 2:** Genes with most prominent changes in expression levels^#^.

WC 3 h	WCCo 3 h	CoCl2 3 h	WC 3 d	WCCo 3 d	CoCl2 3 d	Gene Name	Accession	Description
	**up**	**up**	**up**	**up**	**up**	PPFIA4	NM_015053	protein tyrosine phosphatase, receptor type, f polypeptide (PTPRF), interacting protein (liprin), alpha 4 (PPFIA4), mRNA [NM_015053]

		**up**	**up**	**up**	**up**	BNIP3	NM_004052	BCL2/adenovirus E1B 19 kDa interacting protein 3 (BNIP3), nuclear gene encoding mitochondrial protein, mRNA [NM_004052]

		**up**	**up**	**up**	**up**	PDK1	NM_002610	pyruvate dehydrogenase kinase, isozyme 1 (PDK1), nuclear gene encoding mitochondrial protein, mRNA [NM_002610]

			**up**	**up**	**up**	CA9	NM_001216	carbonic anhydrase IX (CA9), mRNA [NM_001216]

			**up**	**up**	**up**	EGLN3	NM_022073	egl nine homolog 3 (C. elegans) (EGLN3), mRNA [NM_022073]

			**up**	**up**	**up**	LOXL2	NM_002318	lysyl oxidase-like 2 (LOXL2), mRNA [NM_002318]

			**up**	**up**	**up**	THC2369600	THC2369600	ALU6_HUMAN (P39193) Alu subfamily SP sequence contamination warning entry, partial (12%) [THC2369600]

				**up**	**up**	PLOD2	NM_182943	procollagen-lysine, 2-oxoglutarate 5-dioxygenase 2 (PLOD2), transcript variant 1, mRNA [NM_182943]

				**up**	**up**	PPP1R3C	NM_005398	protein phosphatase 1, regulatory (inhibitor) subunit 3C (PPP1R3C), mRNA [NM_005398]

				**up**	**up**	CST6	NM_001323	cystatin E/M (CST6), mRNA [NM_001323]

				**up**	**up**	FN1	NM_212482	fibronectin 1 (FN1), transcript variant 1, mRNA [NM_212482]

				**up**	**up**	THC2316753	THC2316753	Q91TG6 (Q91TG6) T130, partial (7%) [THC2316753]

				**up**	**up**	VLDLR	NM_003383	very low density lipoprotein receptor (VLDLR), transcript variant 1, mRNA [NM_003383]

				**up**	**up**	AML1a	ENST00000358356	mRNA for AML1a protein, complete cds. [D43967]

				**up**	**up**	HK2	NM_000189	hexokinase 2 (HK2), mRNA [NM_000189]

				**up**	**up**	PTGS2	NM_000963	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase) (PTGS2), mRNA [NM_000963]

				**up**	**up**	SLC2A14	BC060766	solute carrier family 2 (facilitated glucose transporter), member 14, mRNA (cDNA clone MGC:71510 IMAGE:5297510), complete cds. [BC060766]

				**up**	**up**	GPI	NM_000175	glucose phosphate isomerase (GPI), mRNA [NM_000175]

				**up**	**up**	ENO2	NM_001975	enolase 2 (gamma, neuronal) (ENO2), mRNA [NM_001975]

				**up**	**up**	CDH2	NM_001792	cadherin 2, type 1, N-cadherin (neuronal) (CDH2), mRNA [NM_001792]

				**up**	**up**	AK021874	ENST00000366930	cDNA FLJ11812 fis, clone HEMBA1006364. [AK021874]

	**up**	**up**		**up**	**up**	ASB2	NM_016150	ankyrin repeat and SOCS box-containing 2 (ASB2), mRNA [NM_016150]

	**up**	**up**		**up**	**up**	ANGPTL4	NM_139314	angiopoietin-like 4 (ANGPTL4), transcript variant 1, mRNA [NM_139314]

		**up**		**up**	**up**	LOC653068	XM_925841	PREDICTED: similar to TBP-associated factor 9L (LOC653068), mRNA [XM_925841]

		**up**			**up**	TCF19	BC033086	transcription factor 19 (SC1), mRNA (cDNA clone MGC:45652 IMAGE:3160434), complete cds. [BC033086]

		**up**			**up**	AIPL1	NM_014336	aryl hydrocarbon receptor interacting protein-like 1 (AIPL1), transcript variant 1, mRNA [NM_014336]

		**up**			**up**	LOC200726	XM_117266	PREDICTED: hypothetical LOC200726 (LOC200726), mRNA [XM_117266]

		**up**			**up**	LUZPP1	AJ312775	mRNA for leucine zipper protein 3 (LUZP3 gene). [AJ312775]

		**up**				C9orf65	NM_138818	chromosome 9 open reading frame 65 (C9orf65), mRNA [NM_138818]

		**up**				THC2411387	THC2411387	ALU8_HUMAN (P39195) Alu subfamily SX sequence contamination warning entry, partial (9%) [THC2411387]

		**up**				SOX6	NM_033326	SRY (sex determining region Y)-box 6 (SOX6), transcript variant 2, mRNA [NM_033326]

		**up**				SULT2A1	NM_003167	sulfotransferase family, cytosolic, 2A, dehydroepiandrosterone (DHEA)-preferring, member 1 (SULT2A1), mRNA [NM_003167]

		**up**				C1orf67	BC042869	cDNA clone IMAGE:5270407. [BC042869]

		**up**				CRB1	NM_201253	crumbs homolog 1 (Drosophila) (CRB1), mRNA [NM_201253]

	**up**	**up**				EDN2	NM_001956	endothelin 2 (EDN2), mRNA [NM_001956]

					**up**	CBLN4	NM_080617	cerebellin 4 precursor (CBLN4), mRNA [NM_080617]

					**up**	G65686	ENST00000332107	A117 Human STS cDNA, sequence tagged site. [G65686]

					**up**	XAGE2	NM_130777	X antigen family, member 2 (XAGE2), mRNA [NM_130777]

					**up**	PELO	AF118075	PRO1770 mRNA, complete cds. [AF118075]

					**up**	SAA3P	AY209188	truncated serum amyloid A3 precursor (SAA3) mRNA, complete cds. [AY209188]

					**up**	ITIH5	NM_030569	inter-alpha (globulin) inhibitor H5 (ITIH5), transcript variant 1, mRNA [NM_030569]

					**up**	MCHR1	NM_005297	melanin-concentrating hormone receptor 1 (MCHR1), mRNA [NM_005297]

					**up**	MGAT4A	NM_012214	mannosyl (alpha-1,3-)-glycoprotein beta-1,4-N-acetylglucosaminyltransferase, isozyme A (MGAT4A), mRNA [NM_012214]

					**up**	GPR65	NM_003608	G protein-coupled receptor 65 (GPR65), mRNA [NM_003608]

					**up**	DFNB31	AK056190	cDNA FLJ31628 fis, clone NT2RI2003344, weakly similar to PRESYNAPTIC PROTEIN SAP97. [AK056190]

					**up**	LRP8	NM_033300	low density lipoprotein receptor-related protein 8, apolipoprotein e receptor (LRP8), transcript variant 2, mRNA [NM_033300]

*dn*		**up**	**up**		**up**	SORCS3	NM_014978	sortilin-related VPS10 domain containing receptor 3 (SORCS3), mRNA [NM_014978]

*dn*		**up**				HLA-DPA1	NM_033554	major histocompatibility complex, class II, DP alpha 1 (HLA-DPA1), mRNA [NM_033554]

		**up**	*dn*	*dn*		AKR1C1	BC040210	aldo-keto reductase family 1, member C1, mRNA (cDNA clone MGC:42600 IMAGE:4825338), complete cds. [BC040210]

		**up**		*dn*	**up**	WDR64	NM_144625	WD repeat domain 64 (WDR64), mRNA [NM_144625]

		*dn*			**up**	ESCO2	NM_001017420	establishment of cohesion 1 homolog 2 (S. cerevisiae) (ESCO2), mRNA [NM_001017420]

		*dn*			**up**	CACNG5	NM_145811	calcium channel, voltage-dependent, gamma subunit 5 (CACNG5), transcript variant 1, mRNA [NM_145811]

		*dn*			**up**	ANPEP	NM_001150	alanyl (membrane) aminopeptidase (aminopeptidase N, aminopeptidase M, microsomal aminopeptidase, CD13, p150) (ANPEP), mRNA [NM_001150]

				*dn*	**up**	GPX7	NM_015696	glutathione peroxidase 7 (GPX7), mRNA [NM_015696]

			*dn*	*dn*	**up**	TTLL7	NM_024686	tubulin tyrosine ligase-like family, member 7 (TTLL7), mRNA [NM_024686]

			*dn*	*dn*	**up**	THC2371963	THC2371963	AIP1_HUMAN (Q86UL8) Atrophin-1 interacting protein 1 (Atrophin-1 interacting protein A) (MAGI-2), partial (3%) [THC2371963]

	**up**			*dn*	*dn*	GDF15	NM_004864	growth differentiation factor 15 (GDF15), mRNA [NM_004864]

				*dn*	*dn*	ALDH1A1	NM_000689	aldehyde dehydrogenase 1 family, member A1 (ALDH1A1), mRNA [NM_000689]

				*dn*	*dn*	DCN	NM_001920	decorin (DCN), transcript variant A1, mRNA [NM_001920]

				*dn*	*dn*	SOX2	NM_003106	SRY (sex determining region Y)-box 2 (SOX2), mRNA [NM_003106]

				*dn*	*dn*	TAF9B	NM_015975	TAF9B RNA polymerase II, TATA box binding protein (TBP)-associated factor, 31 kDa (TAF9B), mRNA [NM_015975]

				*dn*	*dn*	THC2302184	THC2302184	GAL2_HUMAN (Q01415) N-acetylgalactosamine kinase (GalNAc kinase) (Galactokinase 2), partial (21%) [THC2302184]

				*dn*	*dn*	PTPRZ1	NM_002851	protein tyrosine phosphatase, receptor-type, Z polypeptide 1 (PTPRZ1), mRNA [NM_002851]

				*dn*	*dn*	DMRT2	NM_006557	doublesex and mab-3 related transcription factor 2 (DMRT2), transcript variant 1, mRNA [NM_006557]

			*dn*	*dn*		CLEC3A	NM_005752	C-type lectin domain family 3, member A (CLEC3A), mRNA [NM_005752]

			*dn*	*dn*		ATP10B	AB018258	mRNA for KIAA0715 protein, partial cds. [AB018258]

			*dn*	*dn*		PROS1	NM_000313	protein S (alpha) (PROS1), mRNA [NM_000313]

			*dn*	*dn*		RAXLX	NM_001008494	RAX-like homeobox (RAXLX), mRNA [NM_001008494]

			*dn*	*dn*		OLFM4	NM_006418	olfactomedin 4 (OLFM4), mRNA [NM_006418]

			*dn*	*dn*		DSG4	NM_177986	desmoglein 4 (DSG4), mRNA [NM_177986]

			*dn*	*dn*	*dn*	IQGAP2	NM_006633	IQ motif containing GTPase activating protein 2 (IQGAP2), mRNA [NM_006633]

			*dn*	*dn*	*dn*	MAL	NM_002371	mal, T-cell differentiation protein (MAL), transcript variant a, mRNA [NM_002371]

			*dn*	*dn*	*dn*	KRT1	NM_006121	keratin 1 (epidermolytic hyperkeratosis) (KRT1), mRNA [NM_006121]

			*dn*	*dn*	*dn*	MMP1	NM_002421	matrix metallopeptidase 1 (interstitial collagenase) (MMP1), mRNA [NM_002421]

		*dn*		*dn*	*dn*	LAMP3	NM_014398	lysosomal-associated membrane protein 3 (LAMP3), mRNA [NM_014398]

		*dn*		*dn*	*dn*	HLA-DMB	NM_002118	major histocompatibility complex, class II, DM beta (HLA-DMB), mRNA [NM_002118]

		*dn*		*dn*	*dn*	HERC5	NM_016323	hect domain and RLD 5 (HERC5), mRNA [NM_016323]

					*dn*	BTN3A3	NM_006994	butyrophilin, subfamily 3, member A3 (BTN3A3), transcript variant 1, mRNA [NM_006994]

					*dn*	C6orf130	NM_145063	chromosome 6 open reading frame 130 (C6orf130), mRNA [NM_145063]

					*dn*	CRY2	NM_021117	cryptochrome 2 (photolyase-like) (CRY2), mRNA [NM_021117]

					*dn*	TMEM140	NM_018295	transmembrane protein 140 (TMEM140), mRNA [NM_018295]

					*dn*	ZNF438	NM_182755	zinc finger protein 438 (ZNF438), mRNA [NM_182755]

					*dn*	DNMT3L	NM_013369	DNA (cytosine-5-)-methyltransferase 3-like (DNMT3L), transcript vari ant 1, mRNA [NM_013369]

		*dn*				CTAGE3	AF338231	CTAGE-3 protein mRNA, complete cds. [AF338231]

		*dn*				MOSPD2	NM_152581	motile sperm domain containing 2 (MOSPD2), mRNA [NM_152581]

		*dn*				OR4N4	NM_001005241	olfactory receptor, family 4, subfamily N, member 4 (OR4N4), mRNA [NM_001005241]

		*dn*				SPATA7	NM_018418	spermatogenesis associated 7 (SPATA7), transcript variant 1, mRNA [NM_018418]

		*dn*				TMC1	NM_138691	transmembrane channel-like 1 (TMC1), mRNA [NM_138691]

^# ^listed genes were statistically significant different and exhibited at least a 5fold induction or repression in one of the treatments (with respect to controls and based on normalised fluorescence intensity ratios in the microarray analysis); type of gene regulation is indicated as "up" for induction (> 2fold) and "dn" for repression (> 2fold); fields are empty when induction or repression was < 2fold; full table is provided as Additional File 1

### Confirmation of microarray data

In order to verify the microarray results, RT-PCR analysis was conducted using the same set of samples used for the microarrays as well as RNA samples from independent exposure experiments. Twelve genes with significantly differential expression and a minimum of 2fold up- or downregulation were selected for RT-PCR confirmation. However, care was taken that genes with weak (close to 2fold differential expression) and strong changes (up to 23fold) in expression were included (Figure 1). 

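The files name the genome build, NCBI36, only for the CoCl2 arrays and give coordinates only for the others. On the arrays of 3 d of exposure, the probe of BNIP3 (chromosome 10, 133631301 to 133631360) had a log2 ratio to the reference of -2.32 ± 0.58 (SD, n = 5) in water, 1.83 ± 0.34 in WC-Co and 1.75 ± 0.36 in CoCl2. These are log2 fold changes of 4.15 (adjusted p = 1.1e-11) and 4.07 (adjusted p = 1.0e-11), with a standard error of 0.31. LOXL2 (chromosome 8, 23210731 to 23210790) rose by 3.71 with WC-Co and 3.45 with CoCl2 (standard error 0.25), ANGPTL4 (chromosome 19, 8345169 to 8345228) by 3.47 and 3.93, and PFKFB4 (chromosome 3, 48530458 to 48530517) by 2.33 and 2.61 (standard error 0.17). The probe of CA9, whose coordinates run from 35667817 to 35669204 on chromosome 9, rose by 4.03 with WC-Co and 4.92 with CoCl2 (standard error 0.29). The adjusted p of these genes lay between 1.6e-09 and 3.7e-14, and all 5 arrays of either treatment lay above the mean of water. GAPDH rose 2.14-fold with WC-Co (adjusted p = 6.3e-08) and by 0.66 on the log2 scale with CoCl2 (adjusted p = 3.9e-05).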

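After 3 d, KRT1 (chromosome 12, 51354838 to 51354897) changed by -2.85 with WC-Co (adjusted p = 1.1e-05) and -1.99 with CoCl2 (adjusted p = 1.3e-04) on the log2 scale (standard error 0.40). MAL changed by -3.15 (adjusted p = 1.7e-07) and -1.83 (adjusted p = 9.7e-05; standard error 0.36), and MMP1 by -2.66 (adjusted p = 1.6e-04) and -1.85 (adjusted p = 7.2e-04; standard error 0.43), each in all 5 arrays. MMP1 did not pass the overall test. For MAL, CoCl2 replicate 3 lay at a log2 ratio of -0.26, against -1.72 to -1.40 on the other CoCl2 arrays. ID2 fell by 0.67 with WC-Co (adjusted p = 0.0207), past the threshold in 6 of the 10 fits that left out 1 array, and by 0.33 with CoCl2 (adjusted p = 0.0873, or 0.0340 with replicate number as a block). OLFM4, which did not pass the overall test, fell by 2.99 with WC-Co (standard error 0.52, adjusted p = 4.4e-04), where replicate 3 lay at -5.05 against -2.74 to -2.21 on the other arrays. With CoCl2 it fell by 1.16 (adjusted p = 0.0644, or 0.0214 with replicate number as a block). DSG4 was well above background on all 5 water arrays and on 0 arrays of WC-Co and CoCl2, and was at least 1.37-fold lower with WC-Co and at least 1.27-fold lower with CoCl2. The authors' ratios put its log2 fold change with CoCl2 at 0.55 (adjusted p = 0.331).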

For eight of the selected genes the significant changes of expression could be confirmed (BNIP3, LOXL2, ANGPTL4, CA9, PFKFB4, KRT1, MAL, MMP1). Trends (induction or repression) were conserved between microarray and RT-PCR data for each treatment. The remaining genes (GAPDH, ID2, OLFM4, DSG4) exhibited a high variability and could not be confirmed as statistically significant from controls by RT-PCR.

**Figure 1:**
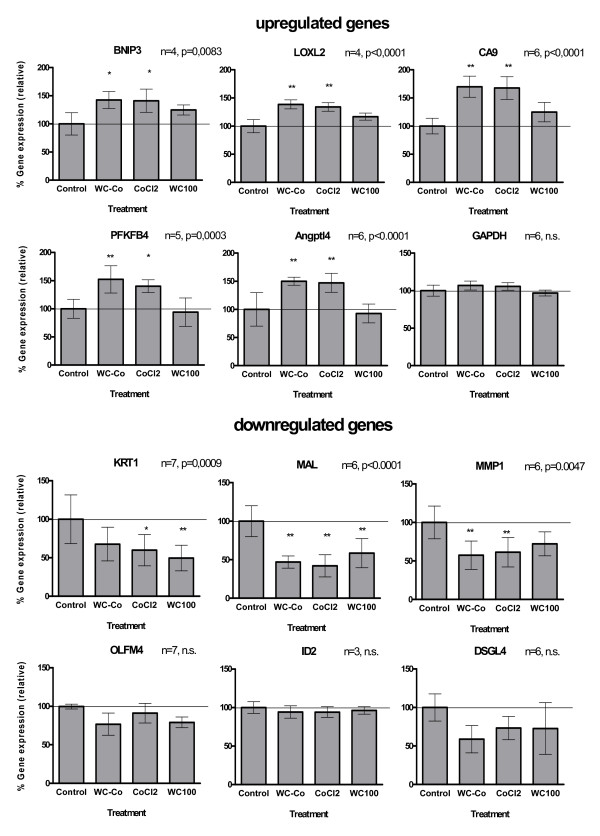
**Validation of microarray data by RT-PCR**. Relative gene expression of arbitrarily selected genes in HaCaT cells after 3 d of exposure to 30 μg/ml WC and 33 μg/ml WC-Co nanoparticles and 3 μg/ml CoCl_2 _was analysed by semiquantiative RT-PCR. Selected genes represent genes with significant changes (2 to 23fold) of expression levels in microarrays. Gene expression values were converted to percent of the mean of controls and are presented as mean + standard deviation (SD). Statistical differences were analysed with one-way ANOVA followed by Dunnett's post test (treatment vs. control). Values of p < 0.05 were considered statistically significant; *p < 0.05, **p < 0.01.

### PCA and cluster analyses

Two methods of descriptive statistics - PCA (principal component analysis) and HCA (hierarchical cluster analysis) - were applied to identify commonalities or differences between treatments based on the patterns of significantly differentially expressed genes. By PCA analysis about 65% of the variability in different treatments was represented by the first 3 components. 

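For the principal component analysis, the probes of the overall test were related to the mean of the water arrays of the same exposure time and standardised. The first 3 components held 77.9% of the variance (59.1%, 11.1% and 7.67%). The setting that moved this share most was the use of all probes, which gave 47.0%. These probes had been chosen by a test between the groups, which by itself sets groups apart, so that no p is given for them. On the first component, CoCl2 after 3 d scored 134.9 ± 19.0 (SD, n = 5) and water after 3 d -30.5 ± 13.4. CoCl2 after 3 h scored 33.6 ± 13.0 on it and 56.9 ± 10.9 on the second, and WC-Co after 3 d -23.4 ± 3.75 on the second, against -6.60 ± 7.06 in water. Over all probes, which were not so chosen, the 5 arrays of CoCl2 after 3 d lay outside the range of water on the first component (exact permutation test, two-sided p = 0.00794, the smallest that 5 arrays against 5 allow). Those of CoCl2 after 3 h did so on the third (exact permutation test, p = 0.00794). WC-Co after 3 d was not told apart from water on any of the 3 (exact permutation tests, p = 0.413, 0.532 and 0.0873). These tests do not pair arrays by replicate number, so that a shift of WC-Co within pairs stays open. With the authors' table of ratios the share was 71.4% (42.9%, 18.0% and 10.4%). There, all 5 arrays of WC-Co after 3 d lay outside the range of water on the first component, and so did those of CoCl2 after 3 d, while those of CoCl2 after 3 h lay apart on the second. The distance of CoCl2 from all other arrays runs along the batch of its slides.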

Four clearly separated clusters, i.e. cells treated with CoCl_2 _for 3 h, the same treatment for 3 d, cells treated with WC-Co for 3 d and cells treated with WC for 3 d were identified (Figure 2). All other treatments, including the controls, were not separated and formed a large cluster with apparently weak gene expression changes if compared to controls. WC-treated cells were less clearly separated from controls. This was indicated by the observation that a clear distinct cluster was only demonstrated for PC axis 2 and 3.

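The 5 arrays of WC after 3 d scored -24.2 ± 14.9 (SD) on the first component of the scanner values, -13.4 ± 9.93 on the second and 1.31 ± 20.8 on the third, with 2, 1 and 2 arrays outside the range of water after 3 d. On the components of all probes, which were not chosen by a test between the groups, exact permutation tests against water gave two-sided p = 0.310, 0.492 and 0.595. Here too arrays were not paired by replicate number, and a shift of WC within pairs stays open. With the authors' ratios and the probes of the overall test, 1, 3 and 5 arrays of WC after 3 d lay outside the range of water.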

**Figure 2:**
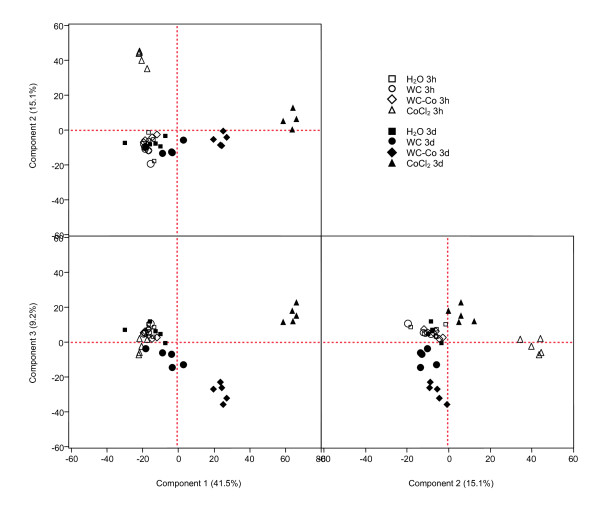
**Principle component analyses**. PCA of differentially expressed genes in HaCaT cells exposed for 3 h and 3 d to 30 μg/ml WC, 33 μg/ml WC-Co nanoparticles and 3 μg/ml CoCl_2_. Each symbol represents a biological replicate.

Similar results were obtained by HCA, which identified 3 treatment clusters. Both CoCl_2 _treatments and the 3 d exposures of WC-Co formed a distinct cluster. All other treatments (controls, WC3d, WC3h, WC-Co3h) were grouped in one cluster (Additional file 2). 

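Average linkage on Euclidean distances over the same probes divided the 40 arrays, with probes again chosen by the test between the groups and at 4 clusters, into the 5 arrays of CoCl2 after 3 d, the 5 of CoCl2 after 3 h, 1 water array of 3 h, and all others, among them the 5 arrays of WC-Co after 3 d. Complete linkage gave the same clusters. A distance of 1 minus the correlation mixed the groups. With the authors' table of ratios, the 4 clusters were CoCl2 after 3 h, CoCl2 after 3 d and WC-Co after 3 d, with 5 arrays each, and the remaining 25 arrays.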

Gene clustering revealed two clusters with strongly induced genes. Genes of these clusters (i.e. LOXL2, BNIP3, CA9, PDK1, ASB2, EGLN3, ANKRD37, PNCK) are coding for proteins with diverse functions, but some of them are known to be direct targets of the transcription factor HIF1α (see below). 

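PDK1 rose after 3 d by 2.26 on the log2 scale with WC-Co (standard error 0.24, adjusted p = 2.4e-08) and by 1.88 with CoCl2 (adjusted p = 2.1e-07). EGLN3 rose by 3.02 (standard error 0.44, adjusted p = 2.0e-05) and 2.95 (adjusted p = 3.2e-06), and ANKRD37 by 1.60 (standard error 0.21, adjusted p = 4.2e-06) and 2.07 (adjusted p = 5.9e-09). ASB2 rose by 2.36 with CoCl2 (standard error 0.53, adjusted p = 4.6e-04). With WC-Co it rose by 1.88 (adjusted p = 0.0659, or 3.6e-06 with replicate number as a block) and passed the threshold in 3 of the 10 fits that left out 1 array. Each of these rises was seen in all 5 arrays. PNCK did not pass the overall test. It rose by 1.86 with WC-Co (adjusted p = 0.0036) and by 1.84 with CoCl2 (adjusted p = 1.8e-04), and was well above background on 5 and 4 arrays of these groups and on 1 water array.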

For the remaining clusters it was not possible to identify predominating groups of gene ontology. Therefore, gene clusters were not analysed in detail but two types of pathway analysis were used to identify signalling pathways and biological functions associated with the differentially expressed genes.

### Gene set enrichment analysis (GSEA) and identification of affected signalling pathways

Pathway analysis was performed by two approaches, with (1) GSEA software [34,35] using the complete set of gene expression data from the microarray experiments, and (2) the DAVID database [36] using the list of more then 2fold differentially expressed genes previously identified with SAM.

GSEA identified communalities with existing gene sets (enrichment) primarily for induced genes. The highest number of affected gene sets was found for the 3 d WC-Co treatment. The majority of pathways associated with down-regulated gene sets were found after 3 h of exposure with WC-Co. An overview of pathway related gene sets with the highest commonality (based on statistical significance analysis) to the observed patterns of differentially expressed genes is given in Table 3.

**Table 3:** Gene sets with strongest overlaps with observed differentially expressed genes.*

up-regulated gene sets	description	WC 3 h	WCCo 3 h	CoCl2 3 h	WC 3 d	WCCo 3 d	CoCl2 3 d

***hypoxia related gene sets***							

HIF1_TARGETS	Hif-1 (hypoxia-inducible factor 1) transcriptional targets		0.17			0.01	

HIFPATHWAY	BIOCARTA: Under normal conditions, HIF-1 is degraded; under hypoxic conditions, it activates transcription of genes controlled by hypoxic response elements (HREs)					0.02	0.20

HYPOXIA_FIBRO_UP	Up-regulated by hypoxia in normal fibroblasts from both young and old donors		0.20		0.65	0.05	

HYPOXIA_NORMAL_UP	Up-regulated by hypoxia in normal, RPTEC renal cells		0.50			0.02	

HYPOXIA_REG_UP	Up-regulated by hypoxia in renal cells, and down-regulated with reoxygenation		0.05			0.01	0.03

HYPOXIA_REVIEW	Genes known to be induced by hypoxia		0.22		0.75	0.00	

MANALO_HYPOXIA_UP	Genes up-regulated in human pulmonary endothelial cells under hypoxic conditions or after exposure to AdCA5, an adenovirus carrying constitutively active hypoxia-inducible factor 1 (HIF-1alpha)		0.24			0.01	0.21

MENSE_HYPOXIA_UP	List of Hypoxia-induced genes found in both Astrocytes and HeLa Cell		0.00			0.02	0.13

RESPONSE_TO_HYPOXIA	GO:0001666. Change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a stimulus indicating lowered oxygen tension					0.12	0.08

***carbohydrate metabolism***							

POLYSACCHARIDE_METABOLIC_PROCESS	GO:0005976. Chemical reactions and pathways involving polysaccharides, a polymer of more than 10 monosaccharide residues joined by glycosidic linkages					0.06	

FRUCTOSE_AND_MANNOSE_METABOLISM	Genes involved in fructose and mannose metabolism		0.21			0.02	

HSA00010_GLYCOLYSIS_AND_ GLUCONEOGENESIS	KEGG: Genes involved in glycolysis and gluconeogenesis					0.00	0.14

GLYCOGEN_METABOLISM	Genes involved in glycogen metabolism					0.04	

GALACTOSE_METABOLISM	Genes involved in galactose metabolism					0.04	

PENTOSE_PHOSPHATE_PATHWAY	Genes involved in pentose phosphate pathway				0.61	0.14	

STARCH_AND_SUCROSE_ METABOLISM	Genes involved in starch and sucrose metabolism					0.01	0.50

***endocrine metabolism***							

GN_CAMP_GRANULOSA_UP	Up-regulated in human granulosa cells by the gonadotropins LH and FSH, as well as by cAMP- stimulator forskolin					0.01	0.17

LH_GRANULOSA_UP	Up-regulated in human granulosa cells stimulated with luteinizing hormone (LH)					0.01	

FSH_GRANULOSA_UP	Up-regulated in human granulosa cells stimulated with follicle stimulation hormone (FSH)					0.01	

BREAST_CANCER_ESTROGEN_SIGNALING	Genes preferentially expressed in breast cancers, especially those involved in estrogen-receptor- dependent signal transduction					0.05	

PROSTAGLANDIN_SYNTHESIS_ REGULATION	WIKIPATHWAYS: Prostaglandin Synthesis and Regulation		0.09				

HSA04150_MTOR_SIGNALING_ PATHWAY	KEGG: Genes involved in mTOR signalling pathway		0.19				

***cell adhesion, structure, cytoskeleton***							

HSA04510_FOCAL_ADHESION	KEGG: Genes involved in focal adhesion					0.07	0.46

ACTIN_CYTOSKELETON	GO:0015629. Part of the cytoskeleton (the internal framework of a cell) composed of actin and associated proteins					0.04	

ACTIN_BINDING	GO:0003779. Interacting selectively with monomeric or multimeric forms of actin, including actin Filaments					0.06	

CYTOSKELETON_DEPENDENT_ INTRACELLULAR_TRANSPORT	GO:0030705. The directed movement of substances along cytoskeletal elements such as microfilaments or microtubules within a cell					0.07	

ANATOMICAL_STRUCTURE_FORMATION	GO:0048646. Process pertaining to the initial formation of an anatomical structure from unspecified parts					0.04	

VASCULATURE_DEVELOPMENT	GO:0001944. Process whose specific outcome is the progression of the vasculature over time, from its formation to the mature structure					0.04	

ANGIOGENESIS	GO:0001525. Blood vessel formation when new vessels emerge from the proliferation of pre-existing blood vessels					0.05	

HSA04512_ECM_ RECEPTOR_INTERACTION	KEGG: Genes involved in ECM-receptor interaction					0.06	0.29

***miscellaneous***							

G13_SIGNALING_PATHWAY	G13 signaling pathway					0.10	0.51

NUCLEOTIDE_BIOSYNTHETIC_PROCESS	GO:0009165. Chemical reactions and pathways resulting in the formation of nucleotides					0.09	

CARBON_CARBON_LYASE_ACTIVITY	GO:0016830. Catalysis of the cleavage of C-C bonds by other means than by hydrolysis or oxidation, or conversely adding a group to a double bond					0.10	

ALKPATHWAY	Activin receptor-like kinase 3 (ALK3) is required during gestation for cardiac muscle development						0.29

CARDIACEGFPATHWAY	BIOCARTA: Cardiac hypertrophy, a response to high blood pressure, is stimulated by GPCR ligands such as angiotensin II that activate the EGF pathway		0.21			0.01	

WNT_SIGNALING	Wnt signaling genes					0.01	

HSA05211_RENAL_CELL_CARCINOMA	Genes involved in renal cell carcinoma					0.07	

NKTPATHWAY	BIOCARTA: T cell differentiation into Th1 and Th2 cells occurs by differential chemokine receptor expression, which mediates tissue localization and immune response						0.29

BIOGENIC_AMINE_SYNTHESIS	WIKIPATHWAYS: Genes involved in synthesis of biogenic amines		0.23				

HSA00591_LINOLEIC_ACID_METABOLISM	Genes involved in linoleic acid metabolism		0.22				

HSA00361_GAMMA_HEXACHLOROCYCLOHEXANE_DEGRADATION	KEGG: Genes involved in gamma-hexachlorocyclohexane degradation		0.17				

**down-regulated gene sets**	**description**	**WC 3 h**	**WCCo 3 h**	**CoCl2 3 h**	**WC 3 d**	**WCCo 3 d**	**CoCl2 3 d**

***RNA metabolism and processing***							

MRNA_METABOLIC_PROCESS	GO:0016071. Chemical reactions and pathways involving mRNA		0.23				

RIBONUCLEOPROTEIN_COMPLEX_	GO:0022613. The cellular process by which a complex containing RNA and proteins, is synthesized,		0.25				

BIOGENESIS_AND_ASSEMBLY	aggregates, and bonds together						

RNA_PROCESSING	GO:0006396. Any process involved in the conversion of one or more primary RNA transcripts into one or more mature RNA molecules		0.20				

RNA_SPLICING__VIA_TRANSESTERIFICATION_ REACTIONS	GO:0000375. Splicing of RNA via a series of two transesterification reactions		0.20				

SEQUENCE_SPECIFIC_ DNA_BINDING	GO:0043565. Interacting selectively with DNA of a specific nucleotide composition, e.g. GC-rich DNA binding, or with a specific sequence motif or type of DNA e.g. promotor binding or rDNA binding		0.33				

TRNA_METABOLIC_PROCESS	GO:0006399. Chemical reactions and pathways involving tRNA		0.27				

***nucleus and the nuclear membrane related gene sets***							

PORE_COMPLEX	GO:0046930. Any small opening in a membrane that allows the passage of gases and/or liquids.		0.28				

NUCLEAR_PORE	GO:0005643. Any of the numerous similar discrete openings in the nuclear envelope of a eukaryotic cell, where the inner and outer nuclear membranes are joined		0.19				

NUCLEAR_LUMEN	GO:0031981. The volume enclosed by the nuclear inner membrane		0.31				

NUCLEAR_MEMBRANE	GO:0031965. Either of the lipid bilayers that surround the nucleus and form the nuclear envelope; excludes the intermembrane space		0.31				

***enzyme and receptor activity***							

UBIQUITIN_PROTEIN_ LIGASE_ACTIVITY	GO:0004842. Catalysis of the reaction: ATP + ubiquitin + protein lysine = AMP + diphosphate + protein N-ubiquityllysine		0.32				

SMALL_PROTEIN_CONJUGATING_ ENZYME_ACTIVITY	GO:0008639. Catalysis of the covalent attachment of small proteins, such as ubiquitin or ubiquitin-like proteins, to lysine residues on a target protein. This function may be performed alone or in conjunction with an E3, ubiquitin-like protein ligase		0.21				

CASPASEPATHWAY	BIOCARTA: Caspases are cysteine proteases active in apoptosis				0.30		

* identified by GSEA (gene set enrichment analysis), using the databases MSigDB C2 and C5; number of entries is limited to gene sets with a false discovery rate (FDR) < 0.35 in at least one of the treatments and FDR < 0.1 for the WC-Co 3 d treatment; only gene sets obviously related to biochemical pathways or cellular organelles were selected; full table provided as Additional File 3

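The gene sets of the GSEA database were not used here. Lists of genes were written by hand instead, with 55 genes for hypoxia, 9 of them named in the paper's text, and 18 for glycolysis and gluconeogenesis, of which 54 and 18 were on the array and 11 were in both lists. One probe per gene was taken, and the lists were tested with limma's camera, with a preset correlation between genes of 0.01 and adjustment over 7 lists and 6 comparisons. After 3 d of exposure to WC-Co, the hypoxia list had a median log2 fold change of 0.96 (camera, adjusted p = 3.2e-68). Its score per array, the median over its genes, was 1.02 ± 0.203 (SD, n = 5), against -0.0142 ± 0.186 in water, and all 5 arrays lay above all water arrays (exact permutation test, two-sided p = 0.00794). With CoCl2 the median was 0.57 (camera, adjusted p = 2.4e-06) and the score 0.717 ± 0.133, again above all water arrays. Of its genes, 29 were called as raised with WC-Co and 27 with CoCl2, and 37 and 27 were called when adjusted over the list alone. The glycolysis list had a median of 1.15 with WC-Co (camera, adjusted p = 3.6e-44) and 0.97 with CoCl2 (camera, adjusted p = 1.0e-05). It held 12 raised genes with WC-Co, and 14 raised genes and 1 lowered gene with CoCl2, and 13 and 16 genes were called when adjusted over the list alone. For both lists, all 5 arrays of either treatment lay above all water arrays. The control behind the CoCl2 values moved these medians most. With the authors' ratios, that of the hypoxia list was 1.15 with CoCl2 and that of the glycolysis list 1.33. All 4 calls held under limma's fry. With the correlation estimated for each list, the call of the glycolysis list with CoCl2 did not hold (adjusted p = 0.129), and the other 3 did.

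**Figure D1:**
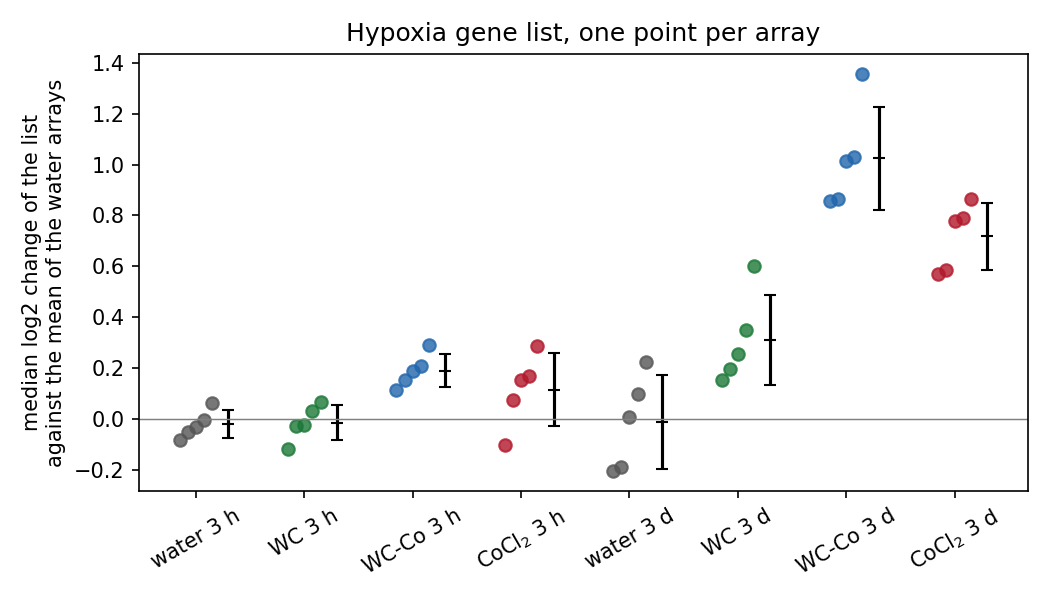
Score of the hypoxia list on each of the 40 arrays, as the median log2 change of its 54 genes against the mean of the water arrays of the same exposure time (y axis), for the 8 groups (x axis). Points are arrays, drawn in order of value, and bars give mean ± SD (n = 5). After 3 d the WC-Co arrays had a mean of 1.02, the CoCl2 arrays 0.72, the WC arrays 0.31 and the water arrays -0.01.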

Gene sets related to the hypoxia pathway as well as carbohydrate metabolism were induced by WC-Co and CoCl_2 _after 3 d. 

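After 3 h of exposure to WC-Co, the hypoxia list had a median log2 fold change of 0.16 (camera, adjusted p = 1.2e-17), and the call held under fry and under the estimated correlation. The scores of the arrays were 0.190 ± 0.0661 (SD, n = 5) for WC-Co and -0.0226 ± 0.0551 for water, and all 5 WC-Co arrays lay above all water arrays (exact permutation test, p = 0.00794). Of the genes of the list, 4 were called as raised, and 10 when adjusted over the list alone. With CoCl2 after 3 h, the median was 0.05 (camera, adjusted p = 0.0684; exact permutation test of the scores, p = 0.0873), or 0.0245 under fry and 0.478 with the estimated correlation, with 10 genes called as raised and 3 as lowered, and 15 called when adjusted over the list alone. In the authors' table it was 0.24 (camera, adjusted p = 1.0e-05).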

A significant association with the induction of the hypoxia gene sets was also observed after 3 h of exposure with WC-Co. As indicated by the enrichment of genes for the transcription factor HIF1α (hypoxia inducible factor 1 alpha), regulation via HIF1α may play a major role in provoking the observed changes in hypoxia and carbohydrate metabolism genes. Furthermore, GSEA detected an enrichment of genes related to RNA metabolism and processing as well as genes coding for proteins of the nucleus and the nuclear membrane. These gene sets referred mainly to genes down-regulated after 3 h of exposure to WC-Co nanoparticles. 

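A list of 81 genes for RNA processing, 80 of them on the array, had a median log2 fold change of -0.08 after 3 h of exposure to WC-Co, with 24 genes above 0 (camera, adjusted p = 0.0684, or 0.0289 with replicate number as a block). The array scores were -0.0815 ± 0.0711 (SD, n = 5), with 4 of 5 arrays below all water arrays (exact permutation test, p = 0.0397). With the authors' table of ratios the median was -0.09 and camera called the list (adjusted p = 7.2e-05). Neither fry (adjusted p = 0.543) nor camera with the estimated correlation (adjusted p = 0.830) called it with the scanner values. None of its genes was called alone by limma, adjusted over all probes or over the list alone. A list of 32 genes for the nuclear pore, 30 of them on the array, had a median of -0.03 (camera, adjusted p = 0.720; exact permutation test of the scores, p = 0.794). Without WC-Co replicate 1, its median was 0.01.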

Some of the genes with strong differential repression (> 5fold; e.g. MAL, KRT1, GDF15, MMP1; identified by SAM) were not found to be included in these pathways.

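GDF15 fell after 3 d by 2.46 on the log2 scale with WC-Co (standard error 0.49, adjusted p = 0.0027) and by 1.75 with CoCl2 (adjusted p = 0.0037), in all 5 arrays of either group. With WC its log2 fold change was -0.03, with 1 of 5 arrays below the mean of water. WC replicate 3 lay at a log2 ratio of -0.66 against 2.09 to 3.21 on the other WC arrays.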

DAVID revealed similar results as GSEA. However, small gene sets, for instance a down-regulation of metallothioneins in the 3 h CoCl_2 _exposure, were additionally identified by DAVID. Furthermore, genes coding for several proteins containing a functional prolyl-4-hydroxylase alpha subunit were highlighted as up-regulated for the 3 d of exposure with CoCl_2 _and WC-Co.

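The list of 15 metallothionein genes, 13 of them on the array, had a median log2 fold change of -0.70 after 3 h of exposure to CoCl2 (camera, adjusted p = 7.8e-05), and 8 genes were called as lowered, 10 when adjusted over the list alone. The array scores were -0.718 ± 0.418 (SD, n = 5) for CoCl2 and 0.00 ± 0.259 for water, with 4 of 5 CoCl2 arrays below all water arrays (exact permutation test, p = 0.0238). The authors' ratios gave a median of -1.04. The call held under fry (adjusted p = 0.0174) and not with the estimated correlation between genes, which was 0.517 in this list (adjusted p = 0.348).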

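The list of 14 prolyl hydroxylase genes, 13 of them on the array and 5 also in the hypoxia list, had a median log2 fold change of 0.35 after 3 d of exposure to WC-Co (camera, adjusted p = 2.4e-11) and 0.78 with CoCl2 (camera, adjusted p = 0.0019). The latter was 0.46 with the authors' ratios. With WC-Co 5 genes were called as raised, and with CoCl2 8 genes, against 6 and 8 when adjusted over the list alone. All 5 arrays of either treatment scored above all water arrays (exact permutation test, p = 0.00794). Both calls held under fry and under the estimated correlation.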

The complete results of the GSEA and DAVID analyses are provided in the Additional file 3.

## Discussion

The increasing use of nanoparticles may also lead to an increased human exposure and adverse health effects. Occupational exposure is one of the most relevant exposure routes. In order to estimate the potential human health impacts of nanoparticles a precise knowledge on their mechanism of action is indispensable. This knowledge allows, for instance, clarifying whether effects are specifically associated with or enhanced by the nano-sized dimensions or whether the same type of effects as known for corresponding bulk material or dissolved compounds occurs.

In the present paper we focussed on WC and WC-Co nanoparticles which are used in hard metal industries. Dermal uptake, inhalation or accidental oral uptake present possible routes for occupational exposure for these particles. Our previous study has demonstrated their incorporation into various types of cells. Toxicity was low but enhanced for WC-Co compared to pure WC particles [21,22]. A transcriptome analysis of human macrophages exposed to μm-sized WC-Co revealed differential expression of genes known to be affected by cobalt as well [33], providing first evidence that dissolved cobalt seems to play a role in WC-Co toxicity. However, no direct comparison of transcription patterns provoked by nano-sized WC-Co, WC and dissolved cobalt is available so far. In order to model human skin exposure, the human keratinocyte cell line (HaCaT) was selected as experimental model to perform microarray analyses. A number of statistical methods and database analysis tools were used to compare the data sets and perform a detailed pathway analysis.

### Transcriptional changes in WC exposed cells

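By the overall test, WC changed fewer genes more than 2-fold than WC-Co and CoCl2 did at both exposure times, but by SAM it changed more than WC-Co after 3 h. With limma's test of the single comparison in place of the overall test, 2 genes were changed more than 2-fold by WC after 3 h and 2 after 3 d. With only the 10 compared arrays in the fit, limma called 0 genes at either time. SAM called 110 genes after 3 h, against 76 with WC-Co, and 72 after 3 d. At an adjusted p of 0.05 in the overall test, 149 genes were changed by WC and 106 by WC-Co after 3 h. The hypoxia list had a median log2 fold change of 0.28 with WC after 3 d (camera, adjusted p = 1.0e-14). Its array score was 0.310 ± 0.178 (SD, n = 5), with 3 of 5 arrays above all water arrays (exact permutation test, p = 0.0238). Of its genes, 8 were called when adjusted over the list alone, against 2 over all probes.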

Identification of significantly altered genes revealed only little changes for the exposure of HaCaT cells to WC. Similar observations were made for WC in larger particle size *in vitro *and *in vivo *[16,19]. The weak transcriptomic response may be explained by the physicochemical characteristics, since WC nanoparticles were shown to be chemically inert [21]. The genes detected as differentially expressed with WC were mostly also affected by WC-Co and CoCl_2 _(e.g. EGLN3, CA9, BNIP3, LOXL2, PDK1, KRT1, MMP1). This might be due to traces of cobalt and other metals in WC nanoparticle preparations that have been reported at low concentrations of about 5 × 10^-4 ^μM (described by Bastian et al., 2009 [21]). 

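With WC after 3 d, BNIP3 rose by 2.02 on the log2 scale (standard error 0.31, adjusted p = 0.0030) and CA9 by 1.98 (standard error 0.29, adjusted p = 0.0028), in all 5 arrays. LOXL2 rose by 1.28 (adjusted p = 0.0835, or 0.0037 with replicate number as a block), also in all 5 arrays, and passed the threshold in 3 of the 10 fits that left out 1 array. The other named genes did not pass it in the main fit. PDK1 rose by 0.98 (adjusted p = 0.327, or 0.0038 with the block), EGLN3 rose 2.15-fold (adjusted p = 1.0, 4 of 5 arrays), while KRT1 fell by 1.08 (adjusted p = 1.0) and MMP1 by 1.21 (adjusted p = 1.0), each in 5 of 5 arrays. Of the 20 genes changed more than 2-fold by WC after 3 d, 18 were changed by CoCl2 too, 17 of them in the same direction, where lists of these sizes share 14.1 on average. In the authors' table 14 of 24 were, where 15.1 are drawn on average.

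**Figure D2:**
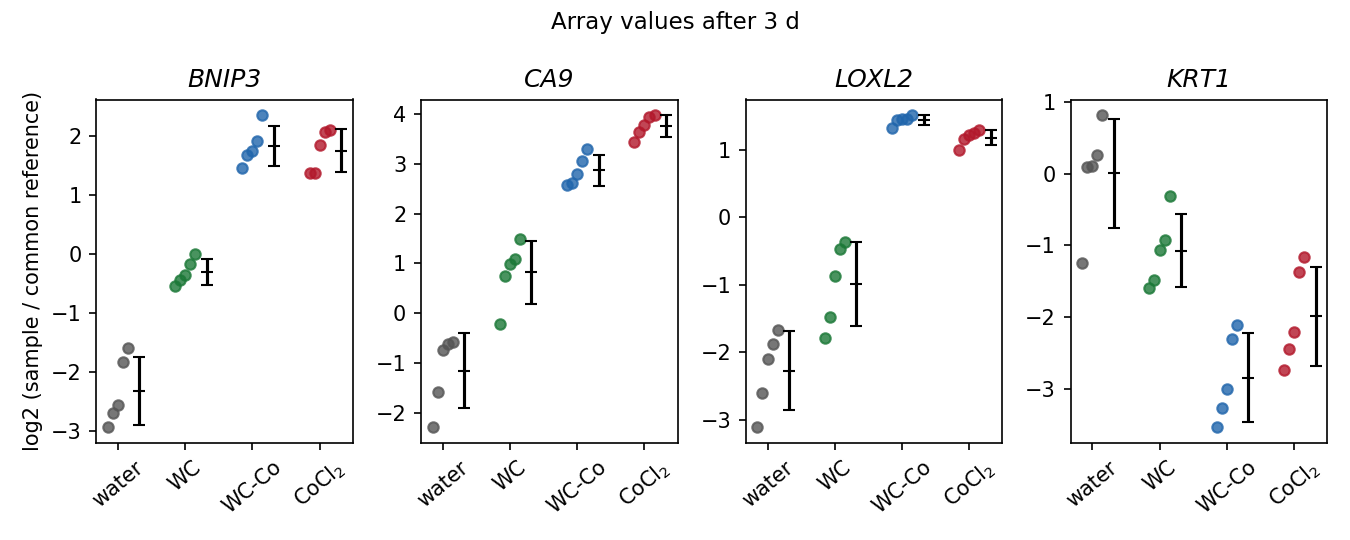
Log2 ratio of the sample to the common reference (y axis) of BNIP3, CA9, LOXL2 and KRT1 on the arrays of 3 d of exposure to water, WC, WC-Co and CoCl2 (x axis). Points are arrays, drawn in order of value, and bars give mean ± SD (n = 5). The y axes differ between genes. The WC arrays had a mean of -0.30 for BNIP3, 0.82 for CA9 and -1.08 for KRT1, and for LOXL2 the water arrays had a mean of -2.27.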

Some of the genes, however, showed a reciprocal differential expression pattern. For example, while induced by CoCl_2_, a repression was detected for WC and WC-Co nanoparticles, for e.g. TTLL7, KIT, CHST6, NODAL, WDR64, DES, HS6ST3, DLX2, GPR158. 

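Of these 9 genes, 8 had a negative log2 fold change with WC-Co after 3 d and 8 with WC after 3 d, and limma called 0 of them as lowered with WC-Co at an adjusted p under 0.05. Against the water arrays, 4 rose and 5 fell with CoCl2 after 3 d. In the authors' table, all 9 rose with CoCl2 and 5 of them were called as raised, against 1 with the scanner values. The sign in CoCl2 therefore depended on the control values for 5 genes. TTLL7 was well above background on 1 water array and on no CoCl2 array after 3 d. Its log2 fold change was -1.53 with WC-Co (adjusted p = 0.0933, or 0.0024 with replicate number as a block), and with CoCl2 its log2 ratio, which measures no fold there, was called as lowered against the water arrays (adjusted p = 0.0258) and was not called by the authors' ratios (1.00, adjusted p = 0.114). Those of KIT were -0.83 with WC-Co and, with CoCl2, -1.55 against the water arrays (adjusted p = 0.0060) and 0.92 by the authors' ratios. CHST6 changed by -1.01 with WC-Co and by 1.72 with CoCl2 by the authors' ratios, and NODAL with CoCl2 by 0.67 against the water arrays (adjusted p = 0.401) and 1.89 by the authors' ratios (adjusted p = 0.0332). Against the water arrays, CHST6 rose by 0.65 with CoCl2 (adjusted p = 0.180), which was past the threshold in 1 of the 10 fits that left out 1 array. WDR64 was not well above background on any WC-Co array and at least 1.03-fold lower there, and its log2 fold change with CoCl2 was -0.11 against the water arrays and 2.90 by the authors' ratios. DES, HS6ST3 and GPR158 were not well above background on any array of WC-Co or water after 3 d. None of the 9 passed the overall test.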

In order to identify potential effects associated with the dimensions of nanoparticles but not related to the chemical compound, we compared our expression data set with 503 genes that were found to be affected by exposure to amorphous silica nanoparticles [12]. In this study, transcriptomic profile of macrophages exposed to amorphous silica particles in two different sizes and different concentrations were recorded. Similar to WC, amorphous silica is known to be chemically inert. Only 29 out of 503 of the silica-sensitive genes were also found to be differentially expressed in our study. Since these genes showed an altered expression with CoCl_2 _rather than with WC particles, they may reflect a general unspecific stress response.

### Transcriptional changes in WC-Co and CoCl_2 _exposed cells

Compared to the effects with WC nanoparticles, more genes were affected by the WC-Co nanoparticles. Most of them were altered by CoCl_2 _as well. 

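The 175 genes changed more than 2-fold by WC-Co after 3 d were represented by 192 probes. With CoCl2 after 3 d, 181 of these probes (94.3%) changed in the same direction as with WC-Co, with a median ratio of log2 fold changes of 1.00. Against the authors' control values the share was 94.8% and the ratio 0.973. With WC after 3 d, 183 probes (95.3%) changed in the same direction, with a median ratio of 0.287. Both comparisons share their water arrays with WC-Co. With separate water arrays for each treatment, r across probes was 0.805 for CoCl2 and 0.694 for WC, against 0.846 and 0.850 with shared ones, and genes are not independent replicates.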

We found strong overlaps of the expression data of WC-Co and CoCl_2 _treated cells, whereas the highest number of genes differentially expressed was found with CoCl_2_. 

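Across the genes of the overall test, the log2 fold changes of WC-Co and CoCl2 after 3 d had a Pearson's r of 0.35 (jackknife standard error over arrays 0.283). The authors' ratios gave 0.473, and against the authors' control values 0.587. Unchanged groups drawn against the same water arrays gave a median r of 0.557, with 95% of the draws between -0.017 and 0.855. These draws hold no treatment effect, while the changes with CoCl2 do. They therefore cannot decide how much of this correlation comes from the water arrays that the treatments share. With separate water arrays for each treatment, r was 0.313, against 0.35 with shared ones. WC and WC-Co after 3 d had an r of 0.585, and CoCl2 after 3 h and 3 d an r of 0.742, which was 0.112 in the authors' table.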

As demonstrated by GSEA analysis, the differentially expressed genes involved in the transcriptional response to WC-Co and CoCl_2 _could be associated to various biological functions or signalling pathways which are discussed in detail in the following paragraphs.

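MAL fell by 1.53 on the log2 scale with WC after 3 d (adjusted p = 0.280) and OLFM4 by 1.75 (adjusted p = 0.786), each in all 5 arrays. CLCA2 changed by -1.02 with WC (adjusted p = 1.0), -1.52 with WC-Co (adjusted p = 0.0661, or 0.0012 with replicate number as a block) and -2.67 with CoCl2 (standard error 0.43, adjusted p = 9.0e-06), in all 5 arrays of each group, with 2 of the CoCl2 arrays well above background. WC replicate 4 of this gene lay at a log2 ratio of -0.64 against 1.01 to 1.60 on the other WC arrays. The authors' ratios called CLCA2 with WC-Co as well (adjusted p = 0.0296). IQGAP2 fell by 2.78 with WC-Co (standard error 0.66, adjusted p = 0.0176), where 1 array was well above background and replicate 1 lay at 0.47 against -3.31 to -2.65, and it was called in 6 of the 10 fits that left out 1 array. With CoCl2 it was at least 1.45-fold lower. Neither CLCA2 nor IQGAP2 passed the overall test.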

Whereas most of the affected genes were induced, a number of genes repressed by WC, WC-Co and CoCl_2 _exposure have been found as well (e.g. MAL, OLFM4, KRT1, CLCA2, MMP1, IQGAP2). For most of these genes the mechanisms of transcriptional regulation are not known and special pathways related to this group of genes could not be identified.

### The role of HIF1 for differential gene expression in WC-Co and CoCl_2 _treated cells

Comparison of the pattern of significant genes and gene set enrichment analyses demonstrated similar responses and signalling pathways for cells exposed to WC-Co and CoCl_2_, e.g. genes involved in the metabolism of glycolysis and gluconeogenesis, cell adhesion and the response to hypoxia. Under hypoxic conditions, the α subunit of hypoxia inducible factor 1 (HIF1α) accumulates and induces transcription of diverse target genes. HIF1α is a transcription factor that is ubiquitously expressed but rapidly degraded under normoxic conditions. Cobalt ions are known to stabilise HIF1α under normoxic conditions and therefore exert hypoxia-like cellular responses [24-26,37]. Several genes sorted into gene sets related to hypoxia and other pathways e.g. glycolysis and gluconeogenesis, are primary targets of the transcription factor HIF1. To analyse whether such HIF1 target genes were affected by our treatments we generated a list of HIF1target genes (list contained two gene sets from the GSEA C3 TFT database and the "HIF1_Targets" gene set (C2) that was generated after Semenza (2001) [28]). 

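The targets that the paper's Figure 3 draws were not analysed here as a list of their own. In the list of 54 hypoxia genes, 45 genes rose with WC-Co after 3 d and 41 rose with CoCl2 after 3 d against the water arrays, and 0 genes were called as lowered by limma in either treatment.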

When the expression of HIF1 primary targets is compared, WC-Co nanoparticles provoke almost the same pattern of induction or repression as CoCl_2 _(Figure 3).

**Figure 3:**
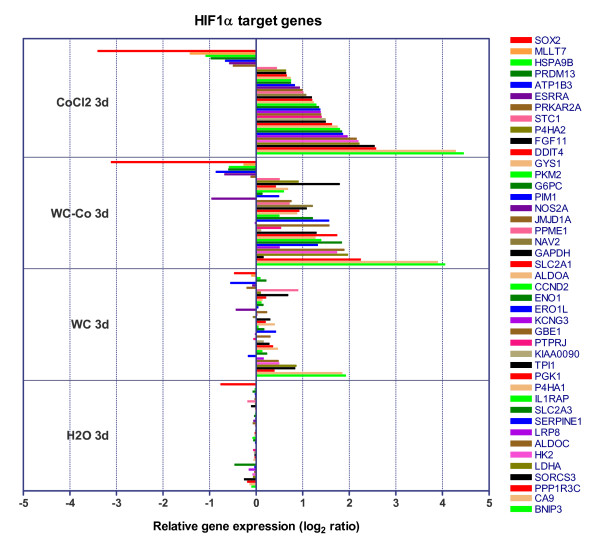
**Expression of HIF1α target genes**. HIF1α target genes and their expression levels after 3 d of exposure of HaCaT cells to 30 μg/ml WC and 33 μg/ml WC-Co nanoparticles and 3 μg/ml CoCl_2_. Bars indicate the mean microarray expression levels of 5 biological replicates. This figure represents all affected HIF target genes identified as significantly differentially expressed by SAM without a fold change threshold.

### HIF1 as an initial factor for downstream regulation

The list of affected HIF1 targets contained transcription factors that could be involved in the regulation of secondary HIF1 targets. One example is SOX2. SOX2 contains a putative HIF1 promotor binding site and was found to be strongly repressed after 3 d of exposure with WC-Co and CoCl_2_. 

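SOX2 did not pass the overall test. With WC-Co after 3 d it fell by 2.35 on the log2 scale (standard error 0.56, adjusted p = 0.0187), in all 5 arrays, 1 of them well above background, against 4 of the 5 water arrays. It was called in 5 of the 10 fits that left out 1 array, and the change was -1.81 without water replicate 1. With CoCl2 after 3 d it was not well above background on any array and was at least 1.32-fold lower (adjusted p = 0.0015), and replicate 4 lay at a log2 ratio of -0.77 against -0.17 to -0.05 on the other CoCl2 arrays. With WC the log2 fold change was 0.29, and its sign changed in 3 of the 10 fits.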

SOX2 is known to play a key role in stem cell generation and pluripotency [38-40]. Greber et al. (2007) [41] studied the transcription profile of embryonic stem cells and embryonic carcinoma cells following a knock down of SOX2. In HaCaT cells exposed to CoCl_2_, 97 genes with differential expression (26 repressed, 71 induced genes) showed a similar expression pattern if compared to the SOX2 knock down. None of these genes is known as direct HIF1 targets or exhibit HIF1 binding sites and quite a few of them were mentioned in the context of hypoxia earlier. These genes might be regulated by the SOX2 transcription factor as potential secondary HIF1 targets.

Endothelin 2 (EDN2) is another example for a gene with a putative promoter HIF1 binding site that could be involved in the differential expression of genes in the CoCl_2 _treatment. In agreement with the HIF1 promotor binding site, Na et al. (2008) [42] reported the induction of EDN2 after 3 and 6 hours of hypoxic treatment in granulosa cells. Similarly, EDN2 was found to be induced in HaCaT cells exposed to WC-Co and CoCl_2 _after 3 h. 

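EDN2 rose after 3 h 5.65-fold with WC-Co (standard error 0.50 on the log2 scale, adjusted p = 0.0415) and by 2.91 on the log2 scale with CoCl2 (adjusted p = 1.4e-04), in all 5 arrays of either group, all of them well above background, as were 2 of the water arrays. The call with WC-Co held in 1 of the 10 fits that left out 1 array, and in the authors' table the rise was 2.10 (adjusted p = 0.149). With WC the log2 fold change was 0.39 (adjusted p = 1.0).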

An induction of other genes of the endothelin complex (EDNRB, EDNRA, ECE2) was detected with the same treatments after 3 d. 

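The probes used for EDNRB, EDNRA and ECE2 were not well above background on any array of water, WC, WC-Co or CoCl2 after 3 d, and no fold is given for them. Nor were the other probes of these genes, apart from 1 of ECE2 on 2 WC arrays and 1 WC-Co array. None was called with WC-Co. In the ratio to water, EDNRB rose on all 5 CoCl2 arrays, and 1 water array, replicate 5, lay at a log2 ratio of -0.99 against 0.07 to 0.27 on the others. By the authors' ratios, the log2 changes of CoCl2 against its control were 1.47 for EDNRB, -0.99 for EDNRA and -1.19 for ECE2.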

The induction of collagen mRNA levels and the repression of the matrix metallopeptidase 1 (MMP1) by the endothelin complex was described by Shi-Wen and colleagues [43]. Indeed, an induction of the collagen gene COL5A1 and the repression of the endothelin downstream target MMP1 were detected in HaCaT cells exposed to WC-Co and CoCl_2 _for 3 d.

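COL5A1 rose after 3 d by 1.33 on the log2 scale with WC-Co (standard error 0.28, adjusted p = 0.0049) and by 1.26 with CoCl2 (adjusted p = 4.0e-04), in all 5 arrays of either group, and did not pass the overall test. Its water arrays lay at log2 ratios between -1.02 and -0.93, with replicate 5 apart at -1.27. With WC the log2 fold change was 0.32 (adjusted p = 1.0).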

In addition to the sets of genes regulated by HIF1, GSEA identified sets of genes that are regulated by other transcription factors. However, similar to HIF1, transcripts of the genes encoding the transcription factors themselves were not found to be differentially expressed. 

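HIF1A had log2 fold changes between -0.22 and 0.31 in the 6 comparisons, with a standard error of 0.22, and none was called. The smallest adjusted p was 0.397, with CoCl2 after 3 h, and that comparison was called in 1 of the 10 fits that left out 1 array. ARNT rose by 0.62 with CoCl2 after 3 h (adjusted p = 0.0405), in all 5 arrays, but was called in only 3 of the 10 fits that left out 1 array. This change was 0.08 by the authors' ratios. With replicate number as a block, ARNT with CoCl2 after 3 d (0.33, adjusted p = 0.0293) and YY1 with CoCl2 after 3 h (-0.36, adjusted p = 0.0021) passed the threshold too. SMAD4 fell by 0.66 with CoCl2 after 3 d (standard error 0.18, adjusted p = 0.0034) and YY1 by 1.08 (standard error 0.12, adjusted p = 5.0e-08), both in all 5 arrays, against changes of 0.01 and -0.05 in the authors' table. SMAD3 changed by -0.02 with CoCl2 after 3 d (adjusted p = 0.934), and in the authors' table it rose by 1.01 (adjusted p = 1.2e-04). On the arrays of 3 h of WC exposure, SMAD3 lay at -0.42 on replicate 4 against -0.03 to 0.12 on the others. ALX4 rose by 0.83 with CoCl2 after 3 d (adjusted p = 0.0132), and by 0.49 without water replicate 6, which was not past the threshold. BACH2 changed by -0.06 with CoCl2 after 3 h (adjusted p = 0.938), and in the authors' table by -1.28 (adjusted p = 0.0334). BACH2 and PAX3 were not well above background on any CoCl2 array after 3 d. None of these genes was called with WC or WC-Co, and only YY1 passed the overall test.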

The list (see Additional file 3) contained transcription factors known to be HIF1α interaction partners - e.g. ARNT (aryl hydrocarbon nuclear translocator, [44]) - or HIF1 supporting factors - e.g. (AP1, [45]; Smad3/4; [46]), but also a number of the enriched gene sets not known to be related to HIF1 or targets of HIF1 (such as BACH2, NEF2, ALX4, PAX3).

By comparing HIF1 target genes with known hypoxia responsive genes it becomes obvious that only part of the hypoxia related genes are known to be direct or indirect targets of HIF1. Nevertheless, the fact that most of the genes and pathways affected with WC-Co and CoCl_2 _were also observed in toxicogenomic studies investigating hypoxia [8,47,48] led us to conclude that the stabilisation of HIF1α via cobalt is an initial step and most of the reactions that are not directly related to HIF1α might reflect downstream events.

### Cobalt ions as co-factor substitute

In CoCl_2 _treated cells the YY1 transcription factor was identified as a potential master regulating factor with GSEA. YY1 is a ubiquitous transcription factor with fundamental biological functions. Its role in cancer biology is also intensely discussed [49]. An interaction of YY1 with cobalt was not yet described but might be conceivable, because YY1 contains four zinc finger domains. The substitution of zinc ions and other divalent metal ions by Co^2+ ^is often discussed to play a role in transcription factor domains, DNA repair mechanisms and calcium metabolism [50-52]. The transcriptional changes of YY1 target genes after the CoCl_2 _exposure indicate an induction or enrichment of the YY1 protein but it remains unclear, whether the substitution of zinc ions by Co^2+ ^is responsible for that.

In HaCaT cells, a significant depletion of intracellular Zn^2+ ^and Mg^2+ ^after CoCl_2 _exposure was described by Ortega and colleagues [53]. A substitution of magnesia ions by Co^2+ ^may result in the interruption of ATPases and the energy balance of the cell [54]. It is proposed that ion substitution plays a role in uptake mechanisms of cobalt ions into cells, which evidently happens via cation-dependent ionic pumps [50,53]. Although we found gene sets related to metal ion or cation ion binding proteins to be affected, we did not detect an enrichment of gene sets connected to the described effects resulting from ion substitution.

### Differential expression of protein kinases and phosphatases

It was noticed that in WC-Co and CoCl_2 _exposures several kinases and phosphatases exhibited a differential expression. Kinases are a major group of proteins involved in endocytosis [55,56]. In a knock-down study of Pelkmans and colleagues (2005) [56] 209 kinases with known important functions in several pathways were identified to be involved in endocytosis. Interestingly, most of the pathways they could link with endocytotic processes were also affected in our study (e.g. mTOR, Wnt, integrin/adhesion, RTKs/RSTKs, GPCR).

Protein tyrosine phosphatases (PTPs) and kinases as well as enzymes of the phosphoinositol-3-kinase family (PI3Ks) seem to play a special role in the response to cobalt. The latter have been described as possible upstream regulators of HIF1α [57-60] and have functions in some of the pathways found to be induced (e.g. Insulin-, IGF1-, PPARα-pathway; based on GSEA analysis). PTPs are known to be signalling molecules that regulate a variety of cellular processes including cell growth, differentiation, mitotic cycle, and oncogenic transformation. Some genes coding for PTPs were not only affected by the cobalt containing treatments but also by WC (PPFIA4, PTPRT, PTPRZ1). 

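PPFIA4 rose after 3 d by 1.11 on the log2 scale with WC (adjusted p = 0.841), by 2.74 with WC-Co (standard error 0.34, adjusted p = 7.7e-07) and by 3.09 with CoCl2 (adjusted p = 1.8e-08), in all 5 arrays of each group. The first probes that Additional file 1 lists for PTPRT and PTPRZ1 were not well above background on any array of water, WC, WC-Co or CoCl2 after 3 d, and no fold is given for them. With WC, limma's test of the comparison did not call that of PTPRT (adjusted p = 0.197), which passed the overall test, nor that of PTPRZ1 (adjusted p = 1.0). The array holds 2 other probes of PTPRZ1, well above background on all 5 water and WC-Co arrays, by which it fell by 2.19 and 2.21 with WC-Co (adjusted p = 4.8e-07 and 4.7e-08) and by 2.13 and 2.39 with CoCl2 (adjusted p = 1.6e-07 and 3.2e-09), and was not called with WC (-0.59 and -0.57). Another probe of PTPRT was called with CoCl2 (adjusted p = 0.0338) and was not well above background on any CoCl2 or water array.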

Since kinases and phosphatases are also involved in the cellular response to various kinds of environmental stress, their altered expression may be related to a cobalt-induced and/or a particle uptake related stress response.

### Oxidative stress and transcriptional response

The production of reactive oxygen species (ROS) and the subsequent induction of oxidative stress are discussed as major modes of action of nanoparticles [2,61,62] and was also described to be involved in the cellular response to cobalt ions [54,63,64]. Nevertheless, genes or gene clusters that are related to oxidative stress responses could not be found within our data set of differentially expressed genes. This was confirmed by a lack of ROS production in HaCaT cells for any of the treatments (manuscript in preparation).

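A list of 29 oxidative stress genes, 26 of them on the array, had a median log2 fold change of 0.11 with WC-Co after 3 d (camera, adjusted p = 0.0596). The array scores were 0.123 ± 0.112 (SD, n = 5) against -0.0185 ± 0.0960 in water (exact permutation test, p = 0.0556), and limma called 0 of the genes. With CoCl2 after 3 d the median was -0.12 (camera, adjusted p = 0.297; exact permutation test of the scores, p = 0.270), and 4 genes were called as raised and 2 as lowered. By the authors' ratios the median with CoCl2 was 0.23 (camera, adjusted p = 0.240). The median with CoCl2 after 3 h was 0.16 (camera, adjusted p = 0.606; exact permutation test of the scores, p = 0.143). There camera called the list as raised with the authors' ratios (0.26, adjusted p = 0.0234) and with the authors' control values (0.20, adjusted p = 0.0092), an alternative chosen after the values had been seen. The call for WC-Co after 3 d changed with the Cy3 channel alone, with replicate number as a block and with the median over the probes of a gene, under which camera called the list as raised. With WC after 3 d, the median was 0.06 (camera, adjusted p = 0.813).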

### Cobalt ions and WC-Co toxicity

Cobalt is an essential trace element for humans, but becomes toxic at high concentrations. In a previous study, we analysed acute toxicity by measuring cell viability of HaCaT cells after same exposure conditions as performed in this study [21]. Altered proliferation or morphological changes of the cells were not observed. Toxicity of CoCl_2 _was indicated by decreasing cell viability at concentration of 100 μM (corresponds to 6 μg/ml) and above. Lower concentrations of CoCl_2 _have not been observed to cause acute toxicological reactions in several cells *in vitro*, including in HaCaT cells [21,54,65]. Intense transcriptional changes were observed in this study at concentrations slightly below those causing *in vitro *toxicity. The differentially expressed genes may serve as indicators for potential long term effects and may also be useful for investigations of molecular mechanisms.

WC-Co nanoparticles exhibited an increased toxicity in previous studies performed in different types of cell lines (human and fish) when compared to WC particles and CoCl_2 _[21,22]. Viability of HaCaT cells was slightly (15%) decreased after 3 days of exposure. This enhanced toxicity was discussed as either a result of increased cellular cobalt uptake associated with the uptake of WC particles - the so called "Trojan horse" hypothesis [61] - or a result of unknown combinatory effects of WC particles and cobalt. The "trojan horse" theory is supported by studies showing increased toxicity of nanoparticles with leaching ions compared to the ions alone [11,66-68]. However, analysing the global transcriptional response of HaCaT cells to WC-Co nanoparticles and equivalent WC and cobalt treatments, no evidence for either of these theories could be provided. The number of transcriptional changes was more pronounced in CoCl_2 _exposed cells, but particularly the regulation of genes resulting from cobalt dependent stabilisation of HIF1α was similar for both, WC-Co and CoCl_2_. 

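The mean array score of the hypoxia list after 3 d was lower by 0.307 with CoCl2 than with WC-Co against the water arrays (exact permutation test, two-sided p = 0.0238). Against the authors' control values, CoCl2 scored 1.02 ± 0.168 (SD, n = 5), and the difference from WC-Co was -0.0027 (exact permutation test, p = 0.976).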

The patterns of transcriptional regulation clearly indicate that the majority of the effects were associated with cobalt ions and did not indicate a special type of interaction between WC and cobalt. However, the enhanced toxicity of WC-Co with respect to CoCl_2 _appears to be mediated via unknown non-transcriptionally regulated pathways.

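Tested against each other after 3 d, WC-Co and CoCl2 differed more than 2-fold in 7688 genes at an adjusted p of 0.05. With the CoCl2 arrays related to the authors' control values, an alternative chosen after the values had been seen, 1448 genes differed, and with all values from the authors' table 2141. The setting that moved this count most was normexp background correction with loess normalization, with 1136 genes. The WC-Co arrays and the CoCl2 arrays were on different slides and scanners, so that these differences cannot be told apart from those between the batches. The paper reasons from the overlap of the lists, from gene set enrichment, from the hypoxia targets changed alike by WC-Co and CoCl2, and from published hypoxia studies, among other evidence. It concludes that cobalt ions account for most of the transcriptional effects of WC-Co. It leaves open combined effects of WC and cobalt that the transcripts do not show.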

## Conclusion

Analysis of gene expression patterns in the human keratinocyte cell line HaCaT demonstrated that the transcriptional response to WC-Co nanoparticles is mainly caused by cobalt ions leaching from the particles. While WC nanoparticles alone do only show very weak effects in expression patterns, WC-Co and CoCl_2 _exhibited significant transcriptional changes in genes involved in carbohydrate metabolism, hypoxia response, endocrine pathways, cell adhesion and others. The cobalt-sensitive transcription factor HIF1 plays an important role in the regulation of genes involved in these pathways, showing that WC-Co nanoparticles exert hypoxia-like responses similar to CoCl_2_. The subacute response to CoCl_2 _was analysed and discussed with respect to downstream events of HIF1 and involvement of other transcription factors (e.g. SOX2, YY1) in cobalt toxicity. A simplified scheme of potential major pathways resulting from cobalt reactions within the cell is provided in Figure 4.

**Figure 4:**
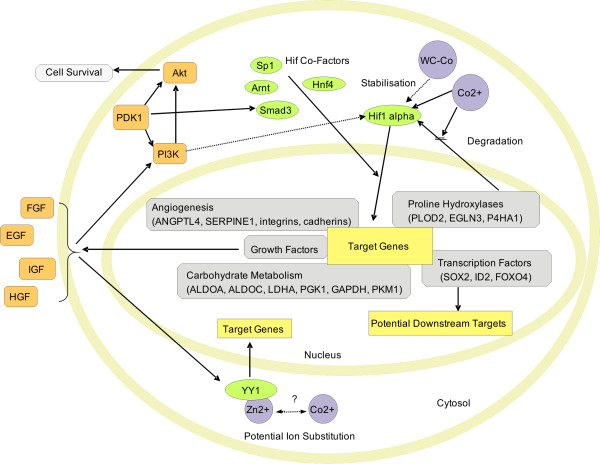
**Scheme of affected cellular pathways**. Illustration of the major cellular signalling pathways that were indicated by analyses of the transcriptional responses to WC-Co nanoparticles and cobalt chloride. Arrows indicate known (full lines) or potential (dashed lines) interactions. (Complex Proteins = orange, Transcription Factors = green).

However, while detailed analyses of transcriptional regulations clearly indicate that leached cobalt is likely to be the major trigger for gene regulation in cells exposed to WC-Co, the changes in transcription patterns do not explain the enhanced toxicity of WC-Co if compared to equivalent concentrations of WC or CoCl_2_. This enhanced toxicity is suggested to be mediated by unknown combinatory effects of WC and cobalt not reflected primarily at the transcriptional response level. However, support or rejection of this hypothesis requires further investigations.

## Methods

### Preparation and characterisation of particle suspensions and cobalt chloride solutions

Particles and exposure conditions used in this study were identical to those in a previous study which also describes details of the particle preparation, characterisation and behaviour in cell culture media [21]. Briefly, particle suspensions with a concentration of 100 μg/ml were prepared from tungsten carbide (WC) and tungsten carbide cobalt (WC-Co; 10 mass % cobalt content) powders as described in detail by Bastian et al. [21]. Particles exhibited a Brunauer-Emmett-Teller (BET) specific surface area of 6.9 m^2^/g (WC) and 6.6 m^2^/g (WC-Co). A mean particle size 56 and 62 nm was calculated from BET values (d_BET_) for WC and WC-Co, respectively. By dynamic light scattering a mean particle size of 145 ± 5 nm for both WC and WC-Co was estimated (calculated according to DIN ISO 13321 [69]). Similar ranges of particle size distribution and morphology were measured for both types of particles. Particle size was shown to be stable in cell culture media supplemented with FBS (see also [21]). One week after the preparation of the suspension about 6% of tungsten from WC and 15% of tungsten and 76% of cobalt from WC-Co were found to be dissolved [21].

Exposure of cells to nanoparticles was performed using stock suspensions of 300 μg/ml WC (in water) and 330 μg/ml WC-Co (consisting of 300 μg/ml WC and 30 μg/ml cobalt, in 0.03% sodium polyphosphate, see Bastian et al. [21]). Particle suspensions were sterilised by autoclaving and treated for 10 min with ultrasound (Merck Eurolab, Darmstadt, Germany) to disperse aggregates before exposure of cells. Previous investigations did not reveal any changes in particle characteristics by autoclaving and re-dispersing [21].

A cobalt chloride (Fluka/Sigma-Aldrich, Seelze, Germany) stock solution of 10 mM was prepared in distilled water, sterilised by autoclaving and diluted with cell culture grade water (PAA Laboratories, Pasching, Austria). All suspensions and solutions were kept at 4°C.

### HaCaT cell culture and exposure of cells

The permanent human keratinocyte cell line, HaCaT (purchased from CLS - Cell Lines Service, Eppelheim, Germany) [70], was maintained in RPMI medium ('Roswell Park Memorial Institute' medium; Biochrom, Karlsruhe, Germany) supplemented with 5% (v/v) FBS and 1% (v/v) penicillin/streptomycin. Cells were cultured in monolayers at 37°C in a humidified, 5% (v/v) CO_2_-atmosphere and sub-cultured twice a week in 75 cm^2 ^flasks (Techno Plastic Products AG, Trasadingen, Switzerland); passages 30 to 40 were used for experiments. For sub-culturing, cells were washed three times with Versene (Invitrogen/Gibco, Berlin, Germany) and detached by trypsin (0.25% (v/v) in phosphate-buffered saline (Biowest, Renningen, Germany).

Cells were counted using a haemocytometer and seeded at densities of 2 × 10^5 ^cells/ml for 3 d of exposure or 5 × 10^5 ^cells/ml for 3 h of exposure, respectively in a final volume of 10 ml per 75 cm^2 ^flasks. In order to synchronise proliferation prior to exposure with nanoparticles, cells were allowed to grow for 24 h in RPMI with 5% FBS and subsequently for 24 h in RPMI without FBS for synchronisation [71]. Subsequently, cells were exposed to 30 μg/ml WC, 33 μg/ml WC-Co (cobalt content was 3 μg/ml), or 3 μg/ml cobalt chloride by mixing RPMI containing 5% FBS with 10 fold concentrated stock solutions. Exposure was performed in the dark with 5 independent replicates (performed at different days using different cell passage numbers).

Controls were performed with the water used for the preparation of particle suspensions. The WC-Co suspension also contained polyphosphate (0.003% v/v). However, polyphosphate was not included in controls since the final polyphosphate concentration did not exceed the normal sodium phosphate concentration in cell culture media. Furthermore, no evidences for any effect of low polyphosphate concentrations on cell vitality and function was observed in a previous study [21]. As also shown previously [21], nanoparticles did not aggregate during the exposure period if exposure was performed in FBS supplemented cell culture medium.

### RNA extraction

Total RNA was extracted from 75 cm^2 ^cell culture flasks with 1 ml Trizol reagent (Invitrogen, Karlsruhe, Germany) according to the manufacturer's instructions. RNA samples were additionally purified using the RNeasy Kit (Qiagen, Hilden, Germany), RNA qualities and quantities were determined with the Experion detection system (Biorad, Munich, Germany).

### Microarray experiments

The effect of the different treatments on transcription profiles of HaCaT cells was compared by microarray analysis (whole genome human 44K array, Agilent Technologies, Böblingen, Germany). Therefore, microarray hybridisations were performed for each treatment (control, WC 30 μg/ml, WC-Co 33 μg/ml, CoCl_2 _3 μg/ml; 3 h and 3 d exposure each) with 5 independent biological replicates. All hybridisations were performed against a common reference RNA [72] consisting of a mixture of equal amounts of RNA from all treatments. Synthesis of cDNA, cRNA and cRNA-labeling was performed with the Agilent Low RNA Input Linear Amplification Kit according to the manufacturer's instructions. cRNA was labelled with Cy3 (controls and treatments) and Cy5 (common reference). Cy3 and Cy5 labelled cRNA were combined and hybridised to the microarray slides in the DNA Microarrays Hybridisation Oven (Agilent Technologies). Slides were scanned with the Agilent DNA Microarray Scanner (Agilent Technologies). Hybridisation and scanning were performed according to standard protocols of the manufacturer.

### Microarray data analysis

Dye-normalised fluorescent intensities of individual microarray spots were extracted using the Agilent Feature Extraction software 9.5. Data were further normalised by dividing the Cy3/Cy5 ratio of each treatment by the mean Cy3/Cy5 ratio of the controls. Data were then analysed using the TMEV software version 4.3 (http://www.tm4.org/) [73]. Genes with significantly altered expression patterns were identified by a modified t-statistic (SAM = significance analysis of microarrays) [74]. Multiple comparison of the complete data set was performed using the lowest possible false discovery rate that allows identification of significantly differentially expressed gene (FDR < 0.03%). Further descriptive analysis by hierarchical clustering (TMEV 4.3) and principal component analysis (PCA, JMP 8.0, SAS institute; http://www.jmp.com) was restricted to the statistically significant genes. Fold changes (FC) of expression levels were calculated using the mean values of each treatment and the mean of the respective controls. A complete list of FC-values of all significantly differentially expressed genes is included in the supplementary information section of this paper (Additional file 1). The microarray data have been submitted to the Gene Expression Omnibus (GEO) database (series no. GSE16727, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE16727).

### Gene set enrichment and pathway analysis

In order to identify biological pathways and functions associated with the changes in gene expression patterns, transcription profiles were analysed by Gene Set Enrichment Analysis (GSEA) [34,35](http://www.broad.mit.edu/gsea/). GSEA is based on ranking of the genes according to their statistical significance and comparison of the patterns to sets of predefined genes. These predefined gene sets are provided by the Molecular Signatures Database (MSigDB) and include five different types of databases (C1 to C5). For our analyses we used the databases C2 (gene sets collected from various sources such as online pathway databases, publications in PubMed including microarray studies, and knowledge of domain experts), C3 (transcription factor targets, i.e. genes that share a transcription factor binding site defined in the TRANSFAC database version 7.4, http://www.gene-regulation.com/) and C5 (gene sets of the Gene Ontology (GO) database, http://www.geneontology.org). Further details are explained on the MSigDB homepage http://www.broad.mit.edu/gsea/msigdb/index.jsp. Since GSEA does not allow the analysis of multiple datasets, analysis was performed pair wise comparing each treatment with the control.

Furthermore, pathway analysis was performed by means of the Database for Annotation, Visualisation and Integrated Discovery (DAVID) [36] (http://david.abcc.ncifcrf.gov/)using the list of differentially expressed genes identified by SAM (see above).

### RT-PCR

cDNA was synthesised from RNA using the RevAid™ First Strand cDNA Synthesis Kit (MBI Fermentas, St. Leon-Rot, Germany) according to the manufacturer's instructions. Primers were designed using the computer program Primer3 [75] or Beacon Designer 7 (Premier Biosoft, Palo Alto, USA; (http://www.PremierBiosoft.com) and purchased from Invitrogen. Primer sequences are listed in Table 4.

**Table 4:** Sequences of primers used for the validation of microarray data by RT-PCR

Gene Name	GenBank Accession	Forward Primer Sequence	Reverse Primer Sequence
RPL41	NM_021104	AAGATGAGGCAGAGGTCCAA	TCCAGAATGTCACAGGTCCA
LOXL2	NM_002318	AGCTTCTGCTTGGAGGACACA	TGAAGGAACCACCTATGTGGCA
ANGPTL4	NM_139314	GTCCTCGCACCTGGAACCC	CTTCGGGCAGGCTTGGCCAC
PFKFB4	NM_004567	TCCCCACGGGAATTGACAC	GAGAGTTGGGCAGTTGGTCAT
BNIP3	NM_004052	ACACCACAAGATACCAACAGG	TCTTCATGACGCTCGTGTTCCTC
GAPDH	NM_002046	AGGCTGAGAACGGGAAGC	AGAGGGGGCAGAGATGATG
CA9	NM_001216	AACCAGACAGTGATGCTGAGT	TGGCATAATGAGCAGGACAGGA
MAL	NM_002371	AAACATTGCTGCCGTGGTGTTC	AGGTTAGACACAGCAAGCTCCCA
OLFM4	NM_006418	ATTGGGTGGCGCCATTGAATA	TGGTGTTCATAGTACGGGTGGCA
ID2	NM_002166	GACCCGATGAGCCTGCTATAC	AATAGTGGGATGCGAGTCCAG
DSG4	NM_177986	TGAAGATGAAGGTCGACCAGC	GGGTTGCACACATGGATCAGCAT
KRT1	NM_006121	AGAATGCCCTCAAGGATGCCA	TTCTCCGGTAAGGCTGGGACAAA
MMP1	NM_002421	AAGAGGCTGGGAAGCCATCAC	TCAGTGAGGACAAACTGAGCCA

Target genes and the reference gene RPL41 [76] were amplified from 1 μl of cDNA using 1 unit of Taq Polymerase (Promega, Mannheim, Germany), 50 mM TRIS-HCl (pH 9.0, Serva, Heidelberg, Germany), 1.5 mM MgCl_2 _(Sigma, Steinheim, Germany), 15 mM (NH_4_)_2_SO_4 _(Sigma), 0.1% (v/v) Triton-X 100 (Merck, Darmstadt, Germany), 0.2 mM dNTPs (MBI Fermentas) and 0.6 μM of each primer in a 25 μl reaction volume. The number of cycles was adjusted to obtain amplified DNA during the exponential phase of the reaction. Annealing was performed at 55°C. PCR-fragments were analysed by agarose gel electrophoresis (1.5% w/v agarose) and ethidium bromide staining (0.005% w/v). mRNA abundance was evaluated by either visual comparison of band intensity or densitometric analysis using the image analysis software ImageJ (Version 1.33u, available at http://rsb.info.nih.gov/ij/). Relative gene expression levels were calculated by normalisation of band intensities to the reference gene. These relative gene expression values were converted to percent of the average control values. Statistical differences were analysed after confirmation of normal distribution (Kolmogorov-Smirnov test) with one-way ANOVA followed by Dunnett's post test using GraphPad Prism 4.0 software (GraphPad Software, San Diego California USA, http://www.graphpad.com). Values of p < 0.05 were considered statistically significant.

## Abbreviations

BET: Brunauer-Emmett-Teller specific surface area; DLS: dynamic light scattering; FBS: foetal bovine serum; FC: fold change; FDR: false discovery rate; GO: gene ontology; GSEA: gene set enrichment analyses; HCA: hierarchical cluster analyses; IARC: International Agency for Research on Cancer; LOEC: lowest observed effect level; MSigDB: Molecular Signature Database; NOEC: no observed effect concentration; PCA: principal component analyses; PI3Ks: phosphoinositol-3-kinases; ROS: reactive oxygen species; RPMI: Roswell Park Memorial Institute medium; RT-PCR: reverse transcriptase polymerase chain reaction; SAM: significance analyses of microarrays; TFT: transcription factor targets; v: volume; w: weight; WC: tungsten carbide; WC-Co: tungsten carbide cobalt; xPCS: mean particle size

## Authors' contributions

WB carried out the experiments, the computational analyses and manuscript preparation. DK assisted with the cell culture and exposures. KS and SS conceived and supervised the study, participated in the design of the study and in manuscript preparation. SS helped with the data analyses. All authors have read and approved the manuscript.

## Supplementary Material

Additional file 1 Table contains all significantly altered expressed genes and fold changes for all treatments Click here for file

Additional file 2 Heat map of differentially expressed genes and hierarchical clustering of all replicates Click here for file

Additional file 3 Table contains all gene sets and pathways identified as enriched by GSEA and DAVID Click here for file

# Supplementary material for: Tungsten carbide cobalt nanoparticles exert hypoxia-like effects on the gene expression level in human keratinocytes
**Source:** BMC Genomics. 2010 Jan 27;11:65. doi: 10.1186/1471-2164-11-65

## AddFile2\_HeatMap.pdf

Hierarchical clustering of all replicates using the differentially expressed genes. Colours indicate induction (red) and repression (green) of genes compared to mean control intensities. Differentially expressed genes were identified by SAM.

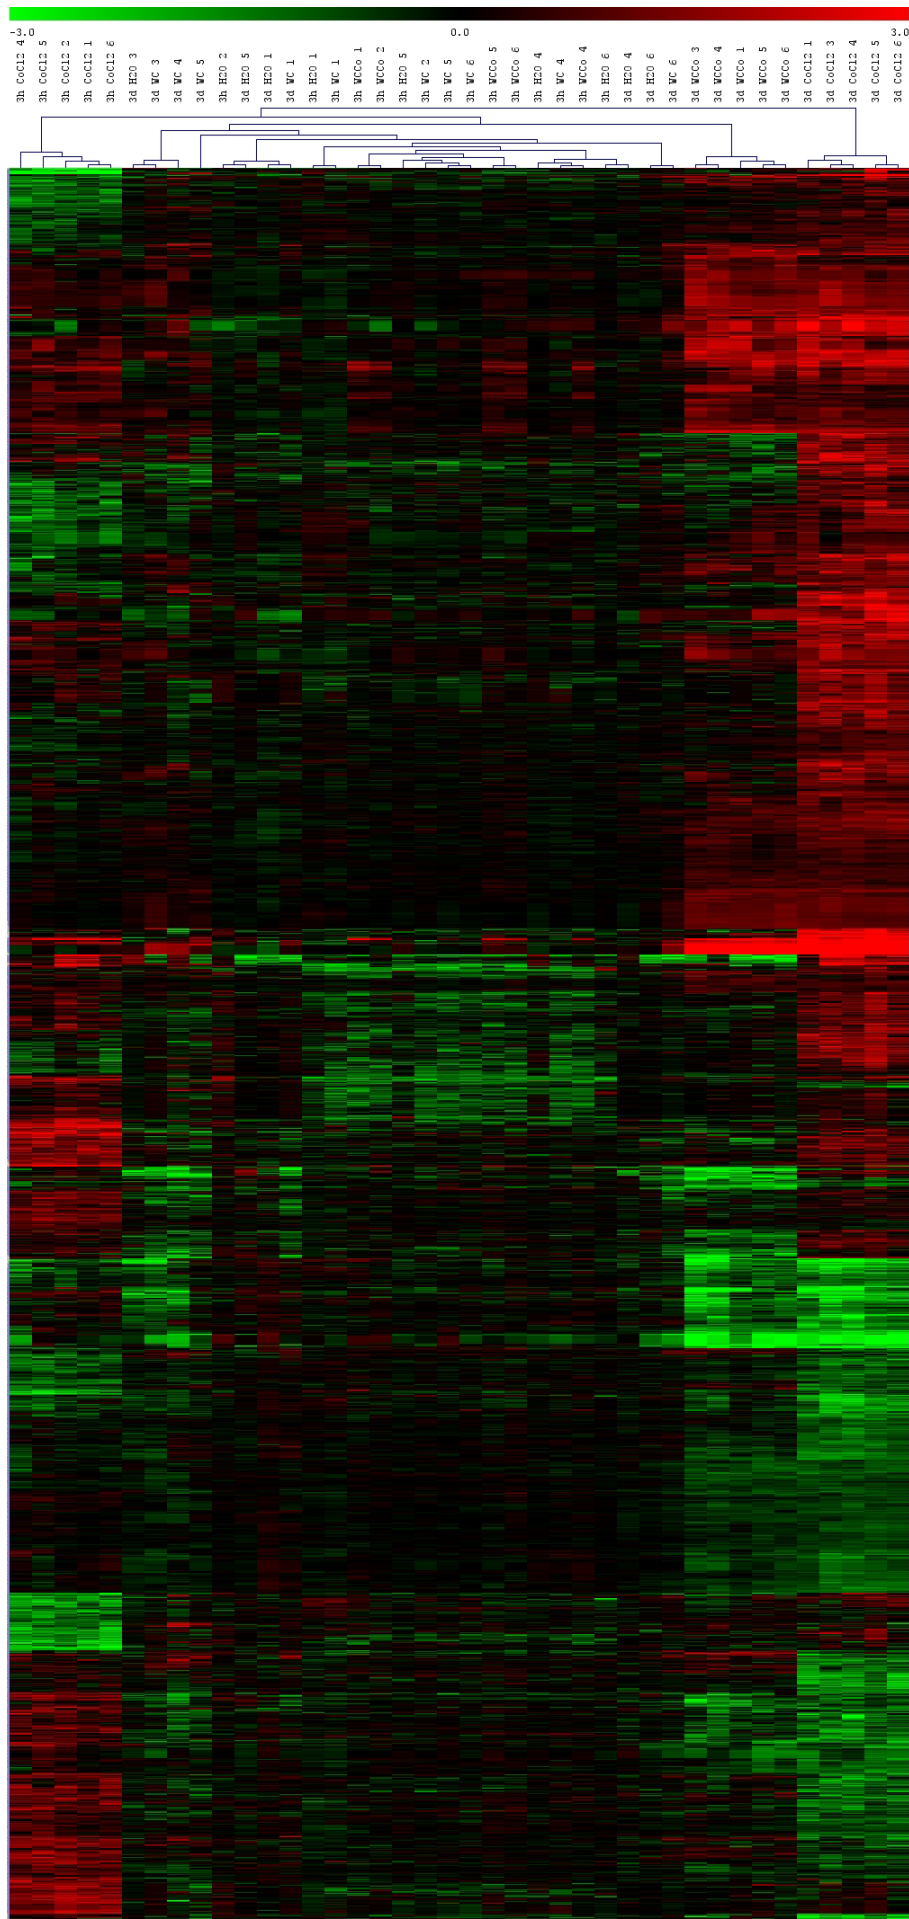

**Supplement:** Additional file 2 — Heat map of differentially expressed genes and hierarchical clustering of all replicates

How the deposited data were processed for this re-analysis (not part of the article)

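Two-colour arrays of HaCaT cells (40 arrays, 8 groups of 5) were read from the files deposited with the paper. Per the file headers, the processed intensities of Cy3 and Cy5 had been background-subtracted and dye-normalised by Agilent's Feature Extraction software (protocol GE2-v5_95_Feb07) before the authors deposited them. The deposited median signals are intensities of spots and of their local background as scanned, without those steps. The deposited log10 ratios of Cy5 to Cy3 had been made by the same software from the processed intensities and were only compared with them. The authors deposited a further table of log2 ratios of Cy3 to Cy5, which they had divided by a mean ratio of controls. The values taken as main were the log2 ratios of the processed Cy3 intensity to the processed Cy5 intensity. Of the 45015 spots per array, 43376 were not controls. Outlier spots as marked by the software were dropped and replicate spots were averaged, which left 41000 probes with 30982 gene names. The condition of each array was taken from its sample label.

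Group means and comparisons came from limma 3.58.1 in R 4.3.3, with a single moderated fit over the 8 groups (32 residual degrees of freedom). Each treatment was compared with water of the same exposure time, and the effects at 3 h and 3 d, and of WC-Co and CoCl2 at 3 d, were compared within the same fit. The overall test was limma's moderated F test over the 6 comparisons, at a Benjamini-Hochberg adjusted p of 3e-04. Adjusted p of single genes and of differences between treatments come from limma's moderated test of the comparison, Benjamini-Hochberg over all probes, with a threshold of 0.05. Counts are of gene names. Gene lists were tested with limma's camera at a preset correlation of 0.01 on 1 probe per gene, the one with the highest mean log2 intensity, adjusted over 7 lists and 6 comparisons. Array scores of a list are the median over its genes of the log2 change from the mean of the water arrays, and were compared with exact permutation tests over all 252 divisions of 10 arrays. Principal components used the probes of the overall test, standardised. The lists were written by hand, because the gene sets of the paper's enrichment analysis were not used here. Other software: Python 3.11.15, pandas 2.3.3, numpy 2.4.6, matplotlib 3.10.9, data.table 1.17.8 and statmod 1.5.0. The random seed was 20100.

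The comparisons, the lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper's text names as changed or unchanged, and in each comparison the 5 genes that rose most and the 5 that fell most among those called by the overall test, with an adjusted p of their own under 0.05 and the same direction in all 5 arrays. The probe of a gene is the first one listed for it in the paper's Additional file 1, or otherwise its brightest probe. A probe counts as measured in a group when the software marked it as well above background in Cy3 on at least 1 array.

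The alternatives were normexp background correction (offset 50) with loess normalization, the authors' table of log2 ratios, arrays centred on their median, bright probes only, the slide as a random or a fixed block, the replicate number as a block, the Cy3 channel alone with quantile normalization, limma's test of the single comparison, the compared groups alone, the SAM statistic over all groups with 100 permutations, an adjusted p of 0.05 in the overall test, a 1.5-fold threshold, arithmetic means of ratios, probes in place of genes, the median over the probes of a gene, separate water arrays, limma's fry, camera with the estimated correlation, other clustering and principal component settings, and leaving out each array. Normexp was planned on mean signals and was run on median signals, since the files of the CoCl2 arrays hold no mean signals. Related to values seen in the files, 2 more alternatives were chosen afterwards: the CoCl2 arrays against the control values implied by the authors' table, and the SAM statistic on the authors' table. All 40 arrays were simulated without effects and with 200 changed probes to see what the tests recover.

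Whether replicate numbers pair arrays across treatments was examined as the correlation of residuals between arrays of the same number, with a threshold of 0.1. The smallest correlation among the comparisons with water was 0.0493 at 3 h and 0.213 at 3 d, so that numbers pair the arrays at 3 d. At 3 h, the smallest was under the threshold for WC (0.0608) and WC-Co (0.0493) and just above it for CoCl2 (0.1006). By this rule, numbers at 3 h pair the CoCl2 arrays with water, and not those of WC and WC-Co. The mean correlation at 3 h was 0.286, 0.222 and 0.208 for WC, WC-Co and CoCl2. Between arrays of other numbers it was -0.069, -0.057 and -0.053. The main fit was left without pairs, and the fit with replicate number as a block is given where it changes a call or a count.

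Genome coordinates are given as the files hold them, counted from 1. The semiquantitative RT-PCR, cytotoxicity and protein measurements of the paper were not analysed here.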

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

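Of the tests reported in this part, those of the number of outlying arrays expected by chance, of ID2 and of HOXC13 against dissolved cobalt, and of the unlisted CoCl2 genes against the authors' control values were chosen only after the result was seen.

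For each named gene, an array was singled out where its log2 ratio lay far from the other 4 of its group by Dixon's test at 95%. This happened in 21 of 297 groups, where 14.85 are expected by chance alone, so that chance can account for most of them and cannot be excluded. After 3 d with CoCl2, replicate 5 lay apart for DSG4 (-0.49, others -1.89 to -1.58), HS6ST3 (1.64, others 0.26 to 0.45), TAF9B (-2.06, others -3.14 to -2.86) and AF086221 (1.63, others -0.07 to 0.40), replicate 3 for MAL (-0.26, others -1.72 to -1.40), and replicate 4 for SOX2 (-0.77, others -0.17 to -0.05). None of these probes but that of MAL was well above background on a CoCl2 array, where a log2 ratio carries little of the RNA. With WC-Co, replicate 3 lay apart for OLFM4 (-5.05, others -2.74 to -2.21), replicate 5 for KIT (1.70, others 0.14 to 0.59), replicate 6 for DLX2 (1.28, others 0.32 to 0.53) and replicate 1 for IQGAP2 (0.47, others -3.31 to -2.65). With WC, replicate 3 lay apart for PNCK (0.41, others 2.44 to 3.02) and GDF15 (-0.66, others 2.09 to 3.21), and replicate 4 for CLCA2 (-0.64, others 1.01 to 1.60). In water, replicate 3 lay apart for GPR158 (0.0688, others 0.24 to 0.27), and replicate 5 for EDNRB (-0.99, others 0.07 to 0.27) and COL5A1 (-1.27, others -1.02 to -0.93). After 3 h, WC replicate 4 lay apart for SMAD3 (-0.42, others -0.03 to 0.12), WC replicate 1 for BACH2 (0.61, others -0.46 to -0.18) and water replicate 1 for BACH2 (0.52, others -0.53 to -0.33). The replicates were exposed on different days with cells of different passages, which stays open as a biological source of such arrays and was not tested.

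On the CoCl2 arrays of 3 h, replicate 4 lay low for ANGPTL4 (0.29, others 1.74 to 2.11) and for the probe A_23_P170719 (0.12, others 1.46 to 1.80). A weaker response of that array as a whole would lower its changes in all responding genes. The slope of its changes on the mean of the other 4 arrays was 0.897 over 139 probes, against 0.986 to 1.035 for the other arrays, the lowest of the 5. The metallothionein list also moved least on it (-0.0945, others -1.19 to -0.626). So did the glycolysis list (-0.0039, others -0.284 to -0.0376), which was not called with CoCl2 after 3 h against the water arrays. The prolyl hydroxylase list scored lowest (-0.242, others -0.170 to 0.447), while the hypoxia list (0.0745) lay within the other arrays (-0.105 to 0.284). The nuclear pore list (0.444, others -0.228 to 0.133), the oxidative stress list (0.438, others -0.0347 to 0.105) and the RNA processing list (0.209, others -0.170 to 0.0687) scored highest on it, which a weaker response by itself would not bring about. A weaker response of the array and a difference in some genes alone cannot be told apart, because the lists go different ways and the last 3 were not called with CoCl2 after 3 h against the water arrays. The cells of that exposure stay open as a source and were not tested.

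The effect of treatment differed between 3 h and 3 d for 82 genes with WC-Co and for 3878 genes with CoCl2, by limma's moderated test of the difference itself. Other divisions of the same arrays gave a count as large in 1 of 100 draws for WC-Co and 1 of 100 for CoCl2, the real division in each case, so that chance can be excluded. For WC, limma called 0 genes, and 617 genes differed more than 2-fold at an unadjusted p under 0.05. Any division gives a count of at least 0, so that all 100 of 100 draws were as large by construction, which says nothing about chance. All arrays of 3 h were scanned on another day than those of 3 d, apart from CoCl2, but the water arrays of each time share its day and slides, so that a difference of the days common to all arrays drops out for WC-Co. For CoCl2 the water arrays were on other slides and another scanner, and batch and exposure time cannot be told apart. The WC-Co arrays lay mostly in position 3 of their slides at 3 h and in position 2 at 3 d. An effect of position would therefore not drop out. The methods state a lower seeding density for 3 d than for 3 h. Longer exposure stays open as a biological explanation and cannot be told apart from seeding density.

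Several of the genes that changed most by the rule for naming genes are not discussed in the paper. HOXC13 is among them and, like ID2, fell with WC after 3 h (-0.97) and with WC-Co after 3 h (-0.91). In a fit with separate water arrays, ID2 changed by -1.34 with WC and -1.24 with WC-Co, and HOXC13 by -1.06 and -0.85. The fall was thus kept with either part of the water arrays, with all 5 arrays of either treatment below water. Those parts were drawn from the same 5 water arrays, and all 5 treated arrays already lay lower in the main fit. Water arrays that lie high as a group can therefore not be excluded as the cause. A response to dissolved cobalt is argued against for ID2, whose adjusted p (limma) with CoCl2 after 3 h against the authors' control values was 0.867. For HOXC13 it was 0.143, with a log2 fold change of -0.40 against those values and -0.70 against the water arrays, and cobalt cannot be told apart from the particles there, because the value depends on the control. A response to particles stays a hypothesis for ID2, found and tested on the same data.

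B3GALT1 with WC after 3 h (-1.79) was not well above background on any WC or water array, and RBBP5 with WC-Co after 3 h (-1.85) was so on 1 water array and on no WC-Co array, so that these log2 ratios show the noise of dim spots at least as much as RNA. The change of B3GALT1 was 0.0159 with normexp. No biological explanation was tested for either.

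With CoCl2, the unlisted genes were TMED9 (-3.41), PBX2 (-2.30), HIST1H1A (-2.30), KIDINS220 (-2.54), KIAA1840 (-2.27) and CD46 (2.34) after 3 h, and CTAGE5 (-3.30) and AF086221 (-3.25) after 3 d. The last 5 were not well above background on any CoCl2 array, so that these log2 ratios measure no fold. By the bound, KIDINS220 was at least 1.57-fold lower, KIAA1840 1.21-fold, CTAGE5 2.46-fold and AF086221 1.27-fold, and for CD46, dim on the water arrays too, there is none. Against the control values of the authors' ratio table, 0 of these 8 genes were called in the same direction, so that the control values used for CoCl2 are a candidate cause of the changes. That the probe also differs in the reference channel was seen for 2 of the 8, CD46 (-1.81 in Cy5) and AF086221 (1.08 in Cy5). For those genes a probe effect of the slides and an effect on the RNA cannot be told apart, since no water array was on the slides of CoCl2. For the other 6, the reference did not differ more than 2-fold. An effect of CoCl2 on these genes stays open.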

How the results depend on the processing

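Each count, list value and gene was recomputed with 1 choice changed at a time, and where a value below moved, the cause was not tested unless stated. Of the alternatives, 2 were chosen only after values had been seen: the CoCl2 arrays against the authors' control values, and the SAM statistic on the authors' ratio table. The rise of the hypoxia list with WC-Co after 3 h and 3 d and with CoCl2 after 3 d, that of the glycolysis list with WC-Co after 3 d, and that of the prolyl hydroxylase list with WC-Co and CoCl2 after 3 d kept their direction and their side of the threshold under every alternative run for lists and without any single array. The counts of genes were less stable.

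With normexp background correction and loess normalization, every count for a treatment fell by more than a factor of 1.5. The genes of the overall test numbered 3126, and 1002 were changed more than 2-fold in any treatment: 932 with CoCl2 after 3 d, 249 with CoCl2 after 3 h, 5 with WC after 3 d, 1 with WC after 3 h, 98 with WC-Co after 3 d and 6 with WC-Co after 3 h. WC-Co and CoCl2 differed in 1136 genes after 3 d, CoCl2 shared 212 genes between 3 h and 3 d, WC and WC-Co shared 5 and WC-Co and CoCl2 67 after 3 d, and the CoCl2 effect differed by time in 445 genes. The RNA processing list with WC-Co after 3 h, at -0.10, was then called.

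With the authors' ratio table, 721 genes passed the overall test and 622 were changed more than 2-fold, 454 with CoCl2 after 3 d and 221 with CoCl2 after 3 h. WC-Co and CoCl2 differed in 2141 genes, CoCl2 shared 86 genes between 3 h and 3 d, and its effect differed by time in 2148. The oxidative stress list with CoCl2 after 3 d moved to 0.23, the RNA processing list, at -0.0854, was called, and the first 3 principal components held 71.4% of the variance. With the CoCl2 arrays against the authors' control values, 498 genes passed and 440 were changed more than 2-fold, 345 with CoCl2 after 3 d, 136 with CoCl2 after 3 h and 7 with WC after 3 h. WC-Co and CoCl2 differed in 1448 genes, CoCl2 shared 63 genes between 3 h and 3 d, its effect differed by time in 1594, and its oxidative stress list moved to 0.19 after 3 d. WC after 3 h is not related to other controls there and lost genes because the overall test covers all comparisons. The SAM statistic on the table gave 1964 genes, 1495 of them changed more than 2-fold, with 1038 for CoCl2 after 3 d, 62 for WC after 3 d, 50 for WC after 3 h, 295 for WC-Co after 3 d and 60 for WC-Co after 3 h. The shared genes were 175 for CoCl2 at both times, 36 for WC and WC-Co and 220 for WC-Co and CoCl2.

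The Cy3 channel alone gave 1407 genes for CoCl2 after 3 h, 33 for WC after 3 h and 99 for WC-Co after 3 h, 1083 shared by CoCl2 at both times, and 1 gene whose WC effect differed by time. The RNA processing list was called at -0.0775 and the oxidative stress list with WC-Co after 3 d at 0.101. Probes well above background on all arrays of a group, 27585 in number, gave 2456 genes changed more than 2-fold, 2233 of them with CoCl2 after 3 d, 3525 genes differing between WC-Co and CoCl2 and 1677 whose CoCl2 effect differed by time, and the RNA processing list was called at -0.0799. These counts are lower in part because fewer probes are tested.

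With the slide as a random block, with a correlation within slides of 0.175, 1566 genes passed the overall test and 1211 were changed more than 2-fold, 1082 with CoCl2 after 3 d, 413 with CoCl2 after 3 h and 7 with WC after 3 h, 319 genes were shared by CoCl2 at both times, and the RNA processing list was called at -0.0749. As a fixed block, the slide leaves no comparison of CoCl2 with water, since no slide held both. The others gave 6 genes for WC after 3 d, 1 for WC after 3 h, 82 for WC-Co after 3 d and 8 for WC-Co after 3 h, 6 shared by WC and WC-Co, and 127 whose WC-Co effect differed by time, and the RNA processing list was called at -0.0702. Replicate number as a block raised the counts: 10572 genes in the overall test, 36 with WC after 3 d, 32 with WC after 3 h, 318 with WC-Co after 3 d, 39 with WC-Co after 3 h, 28 shared by WC and WC-Co, 232 shared by WC-Co and CoCl2, 4 whose WC effect and 312 whose WC-Co effect differed by time. It called the RNA processing list at -0.0777 and the oxidative stress list with WC-Co after 3 d at 0.11. It changed no other call of a list, and of 190 gene and comparison pairs it called 9 more.

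The test of the single comparison gave 9115 genes changed more than 2-fold in any treatment, 8603 with CoCl2 after 3 d, 2 with WC after 3 d, 2 with WC after 3 h, 15 with WC-Co after 3 h and 2 shared by WC and WC-Co. With the compared groups alone, the counts were 8781, 8448, 0, 0, 3 and 0, from fewer arrays in each fit. An adjusted p of 0.05 in the overall test gave 15186 genes, 8300 of them changed more than 2-fold: 7706 with CoCl2 after 3 d, 1204 with CoCl2 after 3 h, 110 with WC after 3 d, 149 with WC after 3 h, 403 with WC-Co after 3 d and 106 with WC-Co after 3 h, with 45 shared by WC and WC-Co and 282 by WC-Co and CoCl2. A 1.5-fold threshold gave 2146 genes with CoCl2 after 3 h, 77 with WC after 3 d, 91 with WC after 3 h, 386 with WC-Co after 3 d and 169 with WC-Co after 3 h. It gave 12350 genes differing between WC-Co and CoCl2, 1767 shared by CoCl2 at both times, 50 shared by WC and WC-Co, 351 shared by WC-Co and CoCl2, and 6116 whose CoCl2 effect differed by time. The looser thresholds raise counts by their own construction. The SAM statistic on the scanner values gave 72 genes with WC after 3 d, 110 with WC after 3 h, 315 with WC-Co after 3 d and 76 with WC-Co after 3 h, 42 shared by WC and WC-Co and 243 by WC-Co and CoCl2. Arithmetic means of ratios gave 27 genes with WC after 3 h.

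With the estimated correlation in camera, the glycolysis list with CoCl2 after 3 d (0.97) and the metallothionein list with CoCl2 after 3 h (-0.70) were no longer called. With the median over the probes of a gene, the oxidative stress list was at 0.0223 with CoCl2 after 3 d and was called at 0.15 with WC-Co after 3 d. With all probes, the first 3 components held 47.0% of the variance. Centring the arrays on their median, counting probes, separate water arrays and unscaled probes moved counts and shares, by less than a factor of 1.5 (to 22 for the genes shared by WC and WC-Co with separate water arrays), and changed no list call they were run for, and fry changed none of the calls of the 12 list results whose ranges follow. Among the other lists and comparisons, fry called the hypoxia list with CoCl2 after 3 h (adjusted p = 0.0245). Neither fry nor the estimated correlation called nuclear pore with WC after 3 h, glycolysis and prolyl hydroxylase with WC-Co after 3 h, metallothionein with WC-Co after 3 d, or nuclear pore and RNA processing with CoCl2 after 3 d, which camera called. The median change of all probes was 0.13 with CoCl2 after 3 d, which centring removes.

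Leaving out each array in turn, the ranges were 3058 to 6154 genes in the overall test and 2121 to 4800 changed more than 2-fold in any treatment. In both, the lowest value came without CoCl2 3 d replicate 3 and the highest without water 3 h replicate 2. They were 1914 (without CoCl2 3 d replicate 3) to 3770 for CoCl2 after 3 d, 625 to 912 for CoCl2 after 3 h, 14 to 29 for WC after 3 d, 7 (without water 3 h replicate 2) to 36 (without water 3 h replicate 1) for WC after 3 h, 147 to 180 for WC-Co after 3 d, and 23 to 40 (without water 3 h replicate 6) for WC-Co after 3 h. WC-Co and CoCl2 differed in 6858 to 8616 genes. The shared genes were 454 to 720 for CoCl2 at both times, 10 (without water 3 d replicate 1) to 20 for WC and WC-Co, and 109 to 152 for WC-Co and CoCl2. The effect differed by time in 2250 (without water 3 h replicate 2) to 4563 genes for CoCl2, 0 to 1 (without WC 3 d replicate 1) for WC, and 71 to 97 for WC-Co. The correlation between WC-Co and CoCl2 after 3 d was 0.18 to 0.48, and the share of variance 74.5% to 78.9%.

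Medians of the lists ranged without each array from 0.87 to 1.06 (glycolysis, CoCl2 after 3 d), 1.09 to 1.25 (glycolysis, WC-Co after 3 d), 0.48 to 0.69 (hypoxia, CoCl2 after 3 d), 0.83 to 1.04 (hypoxia, WC-Co after 3 d), 0.14 to 0.21 (hypoxia, WC-Co after 3 h), -0.90 to -0.58 (metallothionein, CoCl2 after 3 h), -0.0591 to 0.0109 (nuclear pore, WC-Co after 3 h, above 0 only without WC-Co 3 h replicate 1), -0.14 to -0.04 (oxidative stress, CoCl2 after 3 d), 0.0926 to 0.13 (oxidative stress, WC-Co after 3 d, called in 4 of 10 fits), 0.56 to 0.83 (prolyl hydroxylase, CoCl2 after 3 d), 0.30 to 0.42 (prolyl hydroxylase, WC-Co after 3 d) and -0.10 to -0.0544 (RNA processing, WC-Co after 3 h, called in 2 of 10 fits).

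Among the named genes, the sign of a called value, or of a value called under the alternative, was reversed in 36 cases, and in 28 of them by the control behind the CoCl2 values. With CoCl2 after 3 d, the authors' ratio table and the authors' control values gave AF086221 0.78 and 0.59, CTAGE5 0.0941 and 0.0727, DES 1.67 and 1.41, DLX2 0.17 and 0.12, DSG4 0.55 and 0.51, ECE2 -1.19 and -1.26, EDNRA -0.99 and -1.10, KIT 0.92 and 0.23, SMAD3 1.01 and 0.98, SMAD4 0.0103 and 0.0044, TTLL7 1.00 and 0.89, and WDR64 2.90 and 2.44. They gave HIST1H1A 1.09 and 0.89, and KIAA1840 0.27 and 0.23, with CoCl2 after 3 h. The Cy3 channel alone reversed EDNRB with CoCl2 (-0.0374), PTPRT with CoCl2 (0.90) and TTLL7 with CoCl2 (0.11) after 3 d. The median over the probes of a gene reversed PTPRT with CoCl2 (0.70) and PTPRZ1 with CoCl2 (-2.13) and WC-Co (-2.19) after 3 d. B3GALT1 with WC after 3 h was reversed with normexp (0.0159) and with the authors' table (0.0129).

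Of the 190 gene and comparison pairs, the direction and the side of the threshold were kept in 151 with normexp, 154 with the authors' table, 162 with the authors' control values, 153 with the Cy3 channel, 169 with the compared groups alone, 180 with the median over probes, 181 with replicate number as a block, 182 with the slide as a random block, 183 with centred arrays and 185 with arithmetic means. They were kept in 134 of the pairs whose probe remained among the bright probes and in 110 of those that the slide as a fixed block leaves.

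Signal over background limits the falls. Probes not well above background on any array of a group give only a bound, which was between 1.03-fold and 3.18-fold for the genes named with such a bound here, although their log2 ratios were larger. The bound uses normexp signals with an offset of 50, which by itself makes folds of dim probes smaller. Fewer probes were well above background on the CoCl2 arrays after 3 d (median 56.8%) than on the water arrays (69.9%), which bears on falls with CoCl2. Normexp was planned on mean signals and was run on median signals, which all files hold. No alternative from the plan was left out otherwise.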

Differences from the paper's values

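For each value of the paper that differs from the value computed here, the alternatives fixed before the data were examined under which it comes within the paper's value are named, and the number of alternatives under which it does not. A count or share is taken as within the paper's value when neither exceeds the other by more than a factor of 1.5, and a log2 fold change when it has the same sign and lies no further away than the SD between replicates, taken over both groups. The SAM statistic on the authors' ratio table and the authors' control values for CoCl2 were chosen after seeing the values, and this is said wherever they are given. Where the scale is not named, values are counts of genes or log2 fold changes.

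Of genes called by the overall test, the paper gives 1956, against 5332 here. The count was within the paper's with the slide as a random block (1566) and with the SAM statistic on the ratio table, chosen after seeing the values (1964), and 10 alternatives differed. Of genes called and changed over 2-fold in at least 1 treatment, the paper gives 1146, against 3969 here. Within were normexp and loess (1002), the slide as a random block (1211) and, chosen after seeing the values, SAM on the ratio table (1495), and 13 differed.

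For WC after 3 h, the paper gives 26 induced genes against 1 here, and all 17 alternatives differed. Its 2 repressed genes compare with 14, within only for the test of the single comparison (2), and 16 differed. Its 28 genes in all compare with 15, within for the Cy3 channel (33), replicate number as a block (32) and arithmetic means (27), and 14 differed. For WC-Co after 3 h, the paper's 24 repressed genes compare with 10, within for the replicate block (23) and arithmetic means (16), and 15 differed. Of genes repressed over 2-fold by CoCl2 after 3 h, the paper gives 131, against 460 here, within only for SAM on the ratio table, chosen after seeing the values (183), and 15 differed. Of genes changed over 2-fold by CoCl2 after 3 h, the paper gives 373, against 749 here, within for normexp and loess (249), the slide as a random block (413) and, chosen after seeing the values, SAM on the ratio table (526), and 13 differed.

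For WC after 3 d, the paper's 18 induced genes compare with 11, within for the ratio table (12), centred arrays (14), the replicate block (14), arithmetic means (12) and, chosen after seeing the values, SAM on the ratio table (27), and 12 differed. Its 31 repressed genes compare with 9, within for the replicate block (22), SAM (32), the 1.5-fold threshold (41) and, chosen after seeing the values, SAM on the ratio table (35), and 13 differed. Its 49 genes in all compare with 20, within for the replicate block (36), SAM (72) and, chosen after seeing the values, SAM on the ratio table (62), and 14 differed. The paper's 107 genes repressed by WC-Co after 3 d compare with 42, within for the replicate block (129), the test of the single comparison (78), SAM (117), the 1.5-fold threshold (118) and, chosen after seeing the values, SAM on the ratio table (103), and 12 differed. For CoCl2 after 3 d, the paper's 541 induced genes compare with 2686, within for normexp and loess (589), the slide as a random block (565) and, chosen after seeing the values, SAM on the ratio table (708), and 13 differed. Of genes repressed over 2-fold there, the paper gives 285, against 1075 here, within for normexp and loess (345) and, chosen after seeing the values, SAM on the ratio table (331), and 14 differed. Of genes changed over 2-fold there, the paper gives 826, against 3751 here, within for normexp and loess (932), the slide as a random block (1082) and, chosen after seeing the values, SAM on the ratio table (1038), and 13 differed.

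Of the genes shared between treatments, the paper's 8 for WC and WC-Co after 3 h compare with 3, within for the ratio table (8), the replicate block (8) and arithmetic means (6), and 14 differed. Its 3 for WC after 3 h and 3 d compare with 0, within for SAM (4), an adjusted p of 0.05 (3) and, chosen after seeing the values, SAM on the ratio table (3), and 14 differed. Its 11 for CoCl2 after 3 h and WC after 3 d compare with 7, within for the ratio table (8), the replicate block (8), SAM (8), an adjusted p of 0.05 (13) and, chosen after seeing the values, SAM on the ratio table (15), and 11 differed. Its 2 for WC after 3 h and WC-Co after 3 d compare with 1, within for the ratio table (2), the slide as a random block (2), arithmetic means (2) and, chosen after seeing the values, SAM on the ratio table (3), and 13 differed. Its 31 for WC and WC-Co after 3 d compare with 16, within for the replicate block (28), SAM (42), an adjusted p of 0.05 (45), separate water arrays (22) and, chosen after seeing the values, SAM on the ratio table (36), and 13 differed. Its 134 for CoCl2 at both times compare with 575, within only for SAM on the ratio table, chosen after seeing the values (175), and 15 differed.

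Of 136 log2 fold changes that the paper's Additional file 1 gives for the named genes, 26 differed. In the genes of this paragraph, all with CoCl2 after 3 d, the value came within the paper's with the ratio table, which was fixed beforehand. It also did so with the authors' control values, chosen after seeing the values. Additional file 1 and the ratio table had a median absolute difference of 1.1e-06 over 1347 rows there. Coming within the paper's value under the ratio table thus follows mostly by construction, here and in the next paragraph. The authors' control values were implied by the same table. The paper's values and those computed here are for LOXL2 4.12 and 3.45 (ratio table 4.12, authors' control values 4.03), for PFKFB4 1.77 and 2.61 (1.77 and 1.74), for MMP1 -2.89 and -1.85 (-2.89 and -3.06), for GAPDH 1.19 and 0.66 (1.19 and 1.18), for DSG4 0.55 and -1.65 (0.55 and 0.51), for EGLN3 3.97 and 2.95 (3.97 and 3.70), for CHST6 1.72 and 0.65 (1.72 and 1.67), for DLX2 0.17 and -1.35 (0.17 and 0.12), for EDNRA -0.99 and 0.92 (-0.99 and -1.10) and for SMAD3 1.01 and -0.0205 (1.01 and 0.98), each with 9 alternatives that differed. They are for TTLL7 1.00 and -1.24 (1.00 and 0.89), for WDR64 2.90 and -0.11 (2.90 and 2.44), for DES 1.67 and -0.0894 (1.67 and 1.41), for ECE2 -1.19 and 0.14 (-1.19 and -1.26) and for PTPRZ1 0.65 and 1.07 (0.65 and 0.65), each with 8 alternatives that differed. The log2 values of DSG4, DLX2, DES, EDNRA, ECE2, TTLL7 and PTPRZ1 come from probes not well above background on any CoCl2 array.

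Under the ratio table, normexp and loess and, chosen after seeing the values, the authors' control values, the log2 fold change, ANGPTL4, CoCl2 3 d, came within the paper's value, 3.31 against 3.93 (3.31, 3.58 and 3.27), as did the probe A_23_P170719, 2.92 against 3.65 (2.92, 3.06 and 2.90), and ANKRD37 with CoCl2 after 3 h, 2.13 against 2.55 (2.13, 1.94 and 2.09), each with 8 that differed. The log2 fold change, GPR158, CoCl2 3 d, 0.29 in the paper and 1.21 here, came within it under these 3 (0.29, 0.0532 and 0.28, the last chosen after seeing the values) and in the Cy3 channel (0.54), and 6 differed. HS6ST3 with CoCl2 after 3 d, 1.02 in the paper and 0.55 here, came within it for the ratio table (1.02), arithmetic means (0.64), the median over probes (0.77) and, chosen after seeing the values, the authors' control values (1.00), and 6 differed. Neither of these 2 genes was well above background on a CoCl2 array after 3 d. PDK1, 2.87 in the paper and 1.88 here, and KIT, 1.60 in the paper and -1.55 here, both with CoCl2 after 3 d, came within it only for the ratio table (2.497 and 0.92), and 10 and 9 differed. TAF9B, -1.71 in the paper and -4.12 here, and HPGD, -1.41 in the paper and -3.27 here, came within it with CoCl2 after 3 d only for normexp and loess (-1.68 and -1.35), and 10 differed. They were not well above background on any CoCl2 array. The log2 fold change, TAF9B, WC-Co 3 d, -2.35 in the paper and -2.74 here, came within it for the Cy3 channel (-2.37) and the median over probes (-2.04), and 10 differed. SMAD3 with WC-Co after 3 h, 0.0025 in the paper and -0.0148 here, came within it for the ratio table (0.0025) and the slide as a fixed block (0.0153), and 10 differed.

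The paper states directions and groups that the values here do not show. Its table has WC after 3 h mostly inducing genes, while 1 rose and 14 fell, and its Additional file 1 holds 2 that rise and 30 that fall more than 2-fold. It has 9 genes induced by CoCl2 and repressed by the particles, of which 4 rose with CoCl2 against the water arrays and 0 were called as repressed with WC-Co. All 9 rose with CoCl2 in the ratio table. It places WC-Co after 3 d apart from the other arrays in the clustering, while these 5 arrays fell into the large cluster at 4 clusters. They formed 1 of 4 clusters with the ratio table and, chosen after seeing the values, with the authors' control values. At 3 clusters they stayed with the water and WC arrays under both. It places WC after 3 d apart in the principal components. Here its 5 arrays were not told apart from water on the first 3 components of all probes (exact permutation tests, p = 0.310, 0.492 and 0.595). These tests leave the pairs out, so that a shift within pairs stays open. With the ratio table they lay outside the range of water on the third component, of probes chosen by a test between the groups. It names RNA processing and nuclear pore genes as changed with WC-Co after 3 h, while camera called neither list (adjusted p = 0.0684 and 0.720), and RNA processing was called with normexp and loess (adjusted p = 4.6e-06), the ratio table (-0.0854), bright probes (adjusted p = 9.6e-04), the Cy3 channel (adjusted p = 0.0200), the slide as a random block (adjusted p = 0.0492) or a fixed block (adjusted p = 0.0163) and replicate number as a block (adjusted p = 0.0289). It has EDNRB, EDNRA and ECE2 induced, and PTPRT and PTPRZ1 changed, and the first probe that Additional file 1 lists for each was not well above background on any array after 3 d. By 2 other probes, PTPRZ1 fell with WC-Co and with CoCl2, as in the paper's table. It states that transcripts of the transcription factors with enriched targets did not differ in expression, while YY1, which it discusses as a possible master regulator, fell with CoCl2 after 3 d by 1.08 on the log2 scale (limma, adjusted p = 5.0e-08) and SMAD4 by 0.66 (limma, adjusted p = 0.0034), and neither with the ratio table (-0.051 and 0.0103). SMAD3 rose with CoCl2 after 3 d only with the ratio table (1.01, limma, adjusted p = 1.2e-04) and the authors' control values (0.98), the latter chosen after seeing the values. BACH2 was called there (limma, adjusted p = 0.0016) by a probe not well above background on any CoCl2 or water array. ARNT with CoCl2 after 3 h and ALX4 with CoCl2 after 3 d rose by 0.62 and 0.83 (limma, adjusted p = 0.0405 and 0.0132), and were not called with the ratio table.

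The paper names 7 genes as changed by WC, of which limma called BNIP3 and CA9 with WC after 3 d. LOXL2 was called with replicate number as a block and with the slide as a random block, PDK1 with the replicate block, and EGLN3, KRT1 and MMP1 under no alternative. The paper also names MAL, OLFM4, CLCA2, IQGAP2, PPFIA4, PTPRT and PTPRZ1 as changed by WC. Under no alternative were they called with WC after 3 d by limma's test of the single comparison. By the overall test with the 2-fold threshold, PTPRT does count as changed with WC after 3 d (1.18). That probe was not well above background on any WC or water array. It names CLCA2 as repressed by WC-Co, which limma called with normexp and loess, the ratio table, bright probes, the slide as a random or fixed block and the replicate block. ASB2 with WC-Co was called with bright probes, the slide as a random or fixed block and the replicate block. OLFM4 with CoCl2 and ID2 with CoCl2 were called with the Cy3 channel, the replicate block and the median over probes, and ID2 also with the compared groups alone. TTLL7 was called as repressed by WC-Co with the replicate block. The paper has EDNRB, EDNRA and ECE2 induced by WC-Co, and none was called under any alternative.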

Other observations

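Of the tests reported in this part, those of the control values behind the 9 reciprocal genes and behind the hypoxia list, the glycolysis list and the WC-Co genes with CoCl2 after 3 d were chosen only after the result was seen.

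Far more genes changed more than 2-fold with CoCl2 than with WC-Co after 3 d against the water arrays. A stronger response of the cobalt-responsive genes to CoCl2 than to WC-Co cannot be told apart from the batch of its arrays. The mean array score of the hypoxia list differed by -0.3071 (CoCl2 minus WC-Co) against the water arrays. Against the authors' control values it differed by -0.00272 (exact permutation test, p = 0.976). Against the water arrays, the score of the prolyl hydroxylase list was higher with CoCl2 (0.682) than with WC-Co (0.373). The median log2 fold change of that list was 0.78 with CoCl2 and 0.35 with WC-Co against the water arrays. Against the authors' control values, chosen after seeing the values, it was 0.36 with CoCl2. A reference channel that differs on the CoCl2 slides is a candidate cause: in Cy5 alone, the channel of the common reference, 2044 genes differed more than 2-fold between the CoCl2 and the water arrays after 3 d, against 573 for CoCl2 after 3 h, 21 for WC-Co and 15 for WC after 3 d. Whether another pool of the reference, its labelling or the scanner made this difference was not tested. A batch offset common to both time points would make the offsets of the authors' control values from the water arrays alike at 3 h and 3 d. Their correlation across probes was 0.2153, which leaves such an offset open for part of the probes, because an unknown share of the offsets differs between the times. Of the probes, 2797 at 3 h and 6290 at 3 d had an offset of more than 2-fold.

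The CoCl2 arrays lay apart from all others in the principal components. If array batch and not RNA were the cause, the same would be seen in Cy5. There, 5.921% of the variance of the first component lay between CoCl2 and the other arrays and, among the other arrays, 94.58% between the time points, so that the reference itself, or the slides and scans, differed between 3 h and 3 d. On the second component 71.02% lay between CoCl2 and the others, and Cy5 alone does not tell another reference pool from another scan. Batch and treatment cannot be told apart, since all CoCl2 arrays and no others were on slides 9 to 11.

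For the 9 genes that the paper names as induced by CoCl2 and repressed by the particles, the sign with CoCl2 after 3 d differed between the water arrays and the authors' control values in 5. The control values used for CoCl2 are thus a candidate cause of the reciprocal pattern, and which control is nearer to untreated cells was not tested.

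The probes changed by WC-Co after 3 d moved the same way and less far with WC. That the shared water arrays make them alike is argued against by separate water arrays, with a correlation of 0.6942, and by 1000 simulated draws. Of these draws, 0 reached the observed correlation of 0.8496, and 95% lay between -0.428 and 0.5826. Spill-over from the neighbouring WC-Co array is argued against by the water array of the same slide: the hypoxia list of WC lay above it on 4 of 4 slides, by 0.3417 ± 0.0636 (SD) on the log2 scale. A few swapped or mislabelled arrays are argued against by the differences between WC and the water array of the same number, of which the smallest was 0.248 and the largest 0.387. Cobalt in the WC preparation would make WC resemble CoCl2. Across 20744 genes, the correlation of WC and CoCl2 after 3 d, the latter against the authors' control values, was 0.3568, and 7 of 100 draws gave one as large. It was 0.8504 over the hypoxia list, where 1 of 100 draws gave one as large, and 0.7295 over the probes changed by WC-Co after 3 d, where 2 did. The paper reports cobalt and other metals in WC preparations only as traces, at a concentration far below the 51 µM cobalt of WC-Co and CoCl2. No such low dose was tested here. Cobalt in the preparation and an effect of WC itself on the same genes would both bring about the likeness of WC and CoCl2. The likeness cannot tell them apart. A hypoxia-like response to WC particles is therefore only a hypothesis.

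Water replicate 2 after 3 h was the dimmest array, with 47.4% of probes well above background. Without it, the count for WC after 3 h was 7, so that the dim array is a candidate cause of part of that count. For the rise of the hypoxia list with WC-Co after 3 h it is excluded as the cause, since the median without it was 0.2068 (camera, adjusted p = 1.106e-12).

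The arrays were divided in other ways into groups of the same sizes, in 100 draws per result with the real division included, to see how often a value as large came up. Chance can be excluded, with fewer than 5 of 100 draws, for the overall test (1) and the genes differing between WC-Co and CoCl2 (1). It can also be excluded for the genes changed more than 2-fold in any treatment (1) and with WC-Co after 3 d (4). For those changed with CoCl2 after 3 h (1) and after 3 d (1), chance can be excluded too. It can be excluded as well for the hypoxia list with WC-Co (1) and CoCl2 (4) after 3 d, the glycolysis list with WC-Co (1) and CoCl2 (1) after 3 d, the prolyl hydroxylase list with CoCl2 after 3 d (1), the metallothionein list with CoCl2 after 3 h (3) and the RNA processing list with WC-Co after 3 h (2), although the last was not called. Chance cannot be excluded for the counts of WC after 3 h (64), WC-Co after 3 h (35) and WC after 3 d (23), the hypoxia list with WC-Co after 3 h (7, by the size of the median), the nuclear pore list with WC-Co after 3 h (62), the prolyl hydroxylase list (7) and the oxidative stress list (20) with WC-Co after 3 d, and the oxidative stress list with CoCl2 after 3 d (6). For the correlation of WC-Co and CoCl2 after 3 d, 65 of 100 draws were as large. The drawn groups share their water arrays too, which by itself gives a correlation, so that these draws cannot decide. Nor can they decide for the genes shared between treatments, where 1 of 100 draws was as large for each pair. Most drawn divisions call hardly any genes, which leaves few to share. Lists of the real sizes share 123.1 genes on average for WC-Co and CoCl2, against 136, and 526.9 for CoCl2 at both times, against 575. With the authors' table these are 98.9 against 129 and 139.2 against 86. For WC and WC-Co they share 0.656 against 16, and 5.23 against 17 with the table. For the hypoxia list with WC-Co after 3 h and the prolyl hydroxylase list with WC-Co after 3 d, the exact permutation test of the array scores over all divisions gave p = 0.00794, with all 5 arrays above all water arrays, so that chance is left open by the size of the median and is small by the array scores. For CoCl2, excluding chance does not exclude the array batch. The offset between the water arrays and the authors' control values is argued against as the whole cause for part of the results: against those control values, where the count with CoCl2 after 3 d was 345, the hypoxia list had a median of 0.9453 and the glycolysis list 1.2878, with all 5 arrays above all water arrays, and 94.79% of the probes changed by WC-Co changed in the same direction with CoCl2. A batch difference that these control values do not hold was not tested. For WC-Co after 3 d, the draws as large gave 200, 244 and 552 genes and set replicates 3 and 4 against replicates 5 and 6, or 1 and 6. The count with replicate number as a block was 318, and of the 12 draws that part all 5 replicate numbers as the real division does, only the real one gave a count as large. The same held for the count of WC after 3 d (1 of 14), for the hypoxia, glycolysis and prolyl hydroxylase lists with WC-Co after 3 d (1 of 12 each), and for the count and the hypoxia, glycolysis, prolyl hydroxylase and oxidative stress lists with CoCl2 after 3 d (1 of 13 each), whereas for the oxidative stress list with WC-Co 3 of 12 were as large. The other draws as large kept at least 1 pair of arrays with the same number on one side. So few draws cannot give a share under 5%, and for WC after 3 d and the oxidative stress lists chance stays open.

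Lists outside the paper's claims that camera called, apart from the hypoxia list with WC after 3 d, gave the following values. The nuclear pore list had a median log2 fold change of -0.23 (camera, adjusted p = 0.0158) with CoCl2 after 3 d, and the RNA processing list -0.15 (camera, adjusted p = 0.0020). Neither call held with the authors' table (-0.0904 and 0.0016, camera, adjusted p = 0.0899 and 0.910), under fry (adjusted p = 0.0913 for both) or with the estimated correlation (adjusted p = 0.511 and 0.478). The metallothionein list had a median of 0.48 with WC-Co after 3 d (camera, adjusted p = 0.0026), which was not called under fry (adjusted p = 0.278) or with the estimated correlation (adjusted p = 0.478; exact permutation test of the scores, p = 0.0794). The glycolysis list had a median of 0.34 with WC after 3 d (camera, adjusted p = 6.0e-11; exact permutation test of the scores, p = 0.127) and was called under fry (adjusted p = 0.0092) and with the estimated correlation (adjusted p = 0.0182). These 2 exact tests leave the pairs out. Against the water array of the same number, all 5 arrays lay higher for metallothionein with WC-Co (0.245 to 0.785) and for glycolysis with WC (0.163 to 0.380), and the exact permutation test of signs over 5 pairs gave p = 0.0625 for either, the smallest it can give. The prolyl hydroxylase list had a median of 0.22 with WC after 3 d (camera, adjusted p = 2.8e-04; fry, adjusted p = 0.0114; estimated correlation, adjusted p = 0.0182), with all 5 arrays above all water arrays (exact permutation test, p = 0.00794). After 3 h, the nuclear pore list had a median of 0.0542 with WC (camera, adjusted p = 0.0025), and with WC-Co the glycolysis list 0.10 (camera, adjusted p = 0.0104) and the prolyl hydroxylase list 0.0321 (camera, adjusted p = 0.0262), and neither fry nor the estimated correlation called these 3. With the authors' table, camera called 2 further lists outside the paper's claims, glycolysis with CoCl2 after 3 h (0.25, adjusted p = 0.0096, against -0.18, adjusted p = 0.250, with the water arrays) and metallothionein with WC-Co after 3 h (-0.21, adjusted p = 0.0186, against an adjusted p of 0.106), and it did not call glycolysis with WC-Co after 3 h (adjusted p = 0.0605).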
